# Mapping the follicle-specific regulation of extracellular vesicle-mediated microRNA transport in the southern white rhinoceros (*Ceratotherium simum simum*)^†^

**DOI:** 10.1093/biolre/ioae081

**Published:** 2024-05-22

**Authors:** Ahmed Gad, Nico G Menjivar, Rachel Felton, Barbara Durrant, Dawit Tesfaye, Elena Ruggeri

**Keywords:** rhinoceros, ovarian follicle, follicular fluid, extracellular vesicles, miRNA

## Abstract

Efforts to implement effective assisted reproductive technologies (ARTs) for the conservation of the northern white rhinoceros (NWR; *Ceratotherium simum cottoni*) to prevent its forthcoming extinction, could be supported by research conducted on the closely related southern white rhinoceros (SWR; *Ceratotherium simum simum*). Within the follicle, extracellular vesicles (EVs) play a fundamental role in the bidirectional communication facilitating the crucial transport of regulatory molecules such as microRNAs (miRNAs) that control follicular growth and oocyte development. This study aimed to elucidate the dynamics of EV-miRNAs in stage-dependent follicular fluid (FF) during SWR ovarian antral follicle development. Three distinct follicular stages were identified based on diameter: Growing (G; 11–17 mm), Dominant (D; 18–29 mm), and Pre-ovulatory (P; 30–34 mm). Isolated EVs from the aspirated FF of segmented follicle stages were used to identify EV-miRNAs previously known via subsequent annotation to all equine (*Equus caballus*; eca), bovine *(Bos taurus*; bta), and human (*Homo sapiens*; hsa) miRNAs. A total of 417 miRNAs were detected, with 231 being mutually expressed across all three stages, including eca-miR-148a and bta-miR-451 as the top highly expressed miRNAs. Distinct expression dynamics in miRNA abundance were observed across the three follicular stages, including 31 differentially expressed miRNAs that target various pathways related to follicular growth and development, with 13 miRNAs commonly appearing amidst two different comparisons. In conclusion, this pioneering study provides a comprehensive understanding of the stage-specific expression dynamics of FF EV-miRNAs in the SWR. These findings provide insights that may lead to novel approaches in enhancing ARTs to catalyze rhinoceros conservation efforts.

## Introduction

Wild rhinoceros populations are facing extinction due to constant threats; increased conservation measures are critically necessary to protect these species. As one of the few mega vertebrate herbivores living in the world, rhinoceros play a vital role as a keystone species of the African landscape. With just two non-reproductive living individuals, global attention has been focused on rescuing the northern white rhinoceros (NWR) from extinction [1, 2]. Conservation efforts have been focused on using the NWR’s closest relative, the SWR to overcome rhinoceros population decline and to develop effective propagation strategies using assisted reproductive technologies (ARTs). Numerous ART procedures have been developed for different rhinoceros species, including ovum pickup (OPU), which enables oocytes to be retrieved for *in vitro* maturation and intracytoplasmic sperm injection, resulting in blastocyst production and cryopreservation for future use [2]. In addition, advanced ARTs, such as stem cell-associated techniques and artificial gamete production, could also pose promising strategies to support conservation efforts in rhinoceros [3].

Unfortunately, working with the rhinoceros comes with inherent management challenges and limited procedure opportunities. Therefore, to advance our reproductive knowledge and develop conservation technologies, domestic species are used to aid in the lesser accessible species, including the NWR and SWR. The domestic horse is phylogenetically related to the white rhinoceros, hence it can be a valuable model for reproductive studies [2]. Other domestic species, as well as humans, may also provide scientific context to advance rhinoceros reproductive knowledge and promote conservation efforts, although there is less comparative and translational work reported. Like the domestic horse, the white rhinoceros is a mono-ovulatory species, exhibiting a 3- to 5-day period of estrus behavior [4, 5], accompanied by the growth and ovulation of a single follicle (30–40 mm) [6], preceeded by a single pre-ovulatory LH surge. Throughout folliculogenesis, many antral follicles exist, segmented into multiple stages based on follicle diameter size (also known as selection, dominance, and ovulation). The nature of follicle dynamics and subsequent mechanisms of development are largely based on a series of systemic processes involving hormonal interaction and various intrafollicular constituents [7].

In the rhinoceros, serial ultrasound examinations have provided detailed characterizations of normal follicular growth and ovulation, as well as the documentation of anovulatory cycles amidst other irregularities. In captivity, cyclic females exhibit estrous cycles from 20 (similar to the horse) to 80 days in duration [8]. These two cycle lengths are deemed short (clustered around 30 days) and long (clustered around 70 days), but no mechanistic difference has been found to explain these differences in cycle length [4, 6, 9–13]. It was previously thought that the long cycle was either infertile or subfertile, but recent work has resulted in established pregnancies from long estrous cycles [8]. Regardless of the cycle length, the SWR cycle has been successfully manipulated with gonadotropin-releasing hormone (GnRH) to induce ovulation when follicles reach 30–35 mm [6, 8, 14, 15]. Moreover, in domesticated species like horses and cattle, GnRH treatment is correspondingly used to obtain high-quality oocytes and achieve greater pregnancy rates [16–18]. Ultimately, this unusual pattern of an irregular estrous cycle length, potentially complicates the development of ARTs in the SWR.

More recently, in a variety of domesticated species, including the horse, primary attention has focused on the role of EVs in governing intrafollicular communication, follicle dynamics, and reproductive function. Extracellular vesicles are lipid-bound nanoparticles secreted by cells [19] and encompass a heterogenous population of exosomes, microvesicles, and apoptotic bodies, which are primarily differentiated by their size and mode of biogenesis. These vesicles contain lipids, nucleic acids, and proteins, and are a functional system regulating the bidirectional communication between cells present within most body fluids. In addition, EVs are evolutionarily conserved structures secreted from a variety of cell types through exocytosis [20]. Previously discovered within the FF of various mammalian species and presiding over events including folliculogenesis and oogenesis [21–23], EVs of follicular, oviductal, and uterine fluid origin [24–28] have suitably proved to be beneficial in promoting oocyte competence and embryo development [29–31].

Recently, stage-specific expression profiles of follicular fluid EV-miRNAs during equine follicular development were performed using high-throughput miRNA sequencing to elucidate the patterns of EV-miRNAs and their association during specific stages of follicle development [24]. As such, in this study, critical miRNAs regulating follicular development were identified, proposing novel approaches using EV-mediated signaling to improve *in vitro* technological outcomes that span a multitude of species. These findings could be used for comparative approaches in understanding the potential role of EV-coupled miRNA dynamics in regulating follicular growth in the rhinoceros. Furthermore, the EV-miRNA patterns observed during follicle development could duly be used to distinguish physiological and pathological reproductive conditions, aid in defining fertility parameters, and to identify targets of future intervention, ultimately improving ART outcomes.

## Materials and methods

### Animal management and transrectal ovum pick up

Animals for this study were housed and managed at the San Diego Zoo Wildlife Alliance’s Safari Park in Escondido, CA. All experimental procedures and methods involving the specific use of animals were reviewed and approved by the San Diego Zoo Wildlife Alliance’s Institutional Animal Care and Use Committee (IACUC; protocol number #18-018, United States Department of Agriculture Certificate #93-R-0151).

For this study, two southern white rhinoceros females were stimulated prior to transrectal OPU similar to previous protocols [32, 33], facilitating the *in vivo* collections of FF aspirate from antral follicles of distinct sizes. Females orally received synthetic chlormadinone acetate (CMA) at 3 mg/day for 35 days. Two days after CMA withdrawal, both animals received 3 mg of Deslorelin (GnRH analog) followed by 2 mg of Deslorelin every 48 h prior to OPU (7 mg total) via injection. Both rhinoceroses were anesthetized using a combination of etorphine (2 mcg/kg), butorphanol (20–24 mcg/kg), medetomidine (23–25 mcg/kg), and azaperone (14–16 mcg/kg) administered intramuscularly using a remote drug delivery system. Propofol was administered intravenously during the initial positioning to facilitate intubation (0.5 mg/kg). Concluding collection procedures, anesthesia reversal was achieved using atipamezole delivered intramuscularly at a 5:1 ratio to medetomidine (116–125 mcg/kg) and naltrexone delivered intramuscularly at a target 50:1 ratio to etorphine (53–61 mcg/kg).

Following fecal removal, rinsing, and disinfection, OPU was achieved using a customized, ultrasound-guided probe enclosing three double-lumen needles. Follicle contents were aspirated, and each follicle was rinsed with a warmed (37°C) flushing solution (Vigro) containing 12.5 I.U./mL of heparin. The complete experimental design is illustrated in Figure 1.

**Figure 1:**
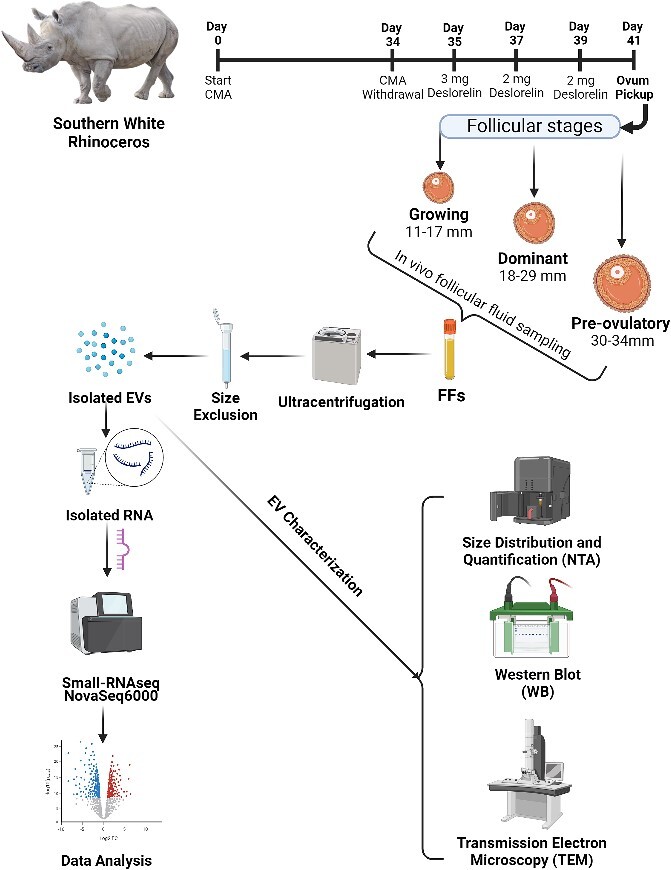
Schematic experimental illustration of the data analysis pipeline. Experimental pipeline outlining the design and workflow for the analysis of extracellular vesicle-coupled miRNAs from stage-specific rhinoceros FF. Given the rairity of the sample collections, following *in vivo* FF collections and subsequent EV isolation, the first-factor variable of differences in individual animals were removed. Total RNA including small RNAs were isolated from equal volumes of pooled EV technical replicates of two biologically dissimilar females (three pooled replicates/follicle stage, pool consisting of two animals).

### Ovarian follicle grouping and FF collection

Prior to ultrasound-guided aspirations, antral follicles were assigned to one of three predetermined categories based on their diameters: growing (G; 11–17 mm), dominant (D; 18–29 mm), and pre-ovulatory (P; 30–34 mm), adapted from previous work [24]. Follicle aspirates were maintained at 37°C and immediately transported to the laboratory, where they were filtered through a 0.22-μm embryo filter (Professional Embryo Transfer Supply Inc.). Prior to storage, EV-bearing FF was centrifuged at 300 × g for 10 min, with the uppermost aqueous phase transferred and re-centrifuged at 2000 × g for 10 min, and 16 500 × g for 30 min. The final supernatant was passed through a 0.20-μm sterile syringe filter, removing particles larger than 200 nm in diameter, and stored at −80°C for further processing [34].

### EV isolation and characterization

EVs were isolated using the dual-targeted approach of ultracentrifugation followed by precipitation and elution through size exclusion chromatography columns. Initially, in three technical replicates, frozen-thawed aliquots of 2 mL of FF aspirate from individual animals were subjected to ultracentrifugation using an SW 55Ti rotor on the Optima XE-90 Ultracentrifuge (Beckman Coulter; Pasadena, CA, USA) system at 120 000 × g for 70 min at 4°C, as previously described [28, 31]. Pelletized EVs were then washed with 3 mL of Dulbecco’s Phosphate Buffered Saline without calcium and magnesium chloride [DPBS (1X)] (Sigma-Aldrich; St. Louis, MO, USA) and ultracentrifuged once more under the same parameters. Following ultracentrifugation, washed EV pellets were resuspended in Exo-spin™ Buffer and left to precipitate overnight at 4°C prior to processing through Exo-spin™ mini columns (CELL guidance systems; St. Louis, MO, USA) according to the manufacturer’s protocol. Final 180-μL EV aliquots were then stored at −80°C for RNA extraction.

Identification and characterization methods of EVs (western blotting, transmission electron microscopy, and nanoparticle tracking analysis) were carried out as recommended by the International Society for Extracellular Vesicles in the proposed Minimal Information for Studies of Extracellular Vesicles (“MISEV”) guidelines [35, 36]. Detailed experimental procedures have been submitted to the EV-TRACK knowledgebase (https://evtrack.org/) (EVTRACK ID: EV240017) [37].

#### Western blot

Isolated EV samples suspended in DPBS (1X) were combined with RIPA Ready to use [RIPA-RTU; 890-μL RIPA Buffer (Sigma R0278), 10-μL phosphatase inhibitor cocktail (Fisher 78420), 100-μL10X protease inhibitor cocktail (Sigma 11836170001)] to detect EV and cellular marker proteins. Protein lysate mixtures were vortexed for 30 s and kept on ice prior to suspension in 4x Laemmli Sample Buffer (Bio-Rad 1610747) and 2-Mercaptoethanol (Bio-Rad 1610710). Loading mixtures were then boiled at 95°C for 5 min, and protein samples were separated using Sodium Dodecyl Sulfate-PolyAcrylamide Gel Electrophoresis on a gradient (4–15%) Mini-PROTEAN TGX Stain-Free Precast Gels (Bio-Rad 4568084) and transferred to a 0.20-μm pore nitrocellulose membrane (Bio-Rad 1620112). Membranes were blocked for 1 h at room temperature in 5% (w/v) Non-Fat Dry Milk (Bio-Rad 1706404) in 1X Tris-buffered saline-Tween 20 (TBS-T) buffer and further incubated overnight at 4°C with respective primary antibodies. Membranes were then incubated with the suitable secondary antibody conjugated with horseradish peroxidase (System Biosciences; Goat anti-Rabbit HRP, 1:200 dilution) for 1 h at room temperature. Membranes were each probed and developed once with SuperSignal^™^ West Pico PLUS Chemiluminescent Substrate (ThermoFisher Scientific 34,579) and imaged using the ChemiDoc XRS+ chemiluminescence system with Image Lab^™^ Software (version 6.0.1 build 34) (Bio-Rad).

The following rabbit anti-human antibodies were used for western blot: rabbit polyclonal TSG101 (System Biosciences; EXOAB-TSG101-1; 1:100 dilution), rabbit polyclonal HSP70 (System Biosciences; EXOAB-Hsp70A-1; 1:100 dilution), and rabbit polyclonal Cytochrome C (Sino Biological; 102139-T42; 1:200 dilution). All antibodies were diluted in 5% (w/v) Non-Fat Dry Milk (Bio-Rad 1706404) in TBS-T.

#### Transmission electron microscopy

The morphological shape and size of EVs were determined using a particle beam of electrons for visualization on a FEI/TFS Tecnai T12 Spirit transmission electron microscope (FEI Company; Hillsboro, OR, USA), operating at 100 kV, with an AMT CCD. Briefly, a small volume of isolated EV samples (6-8 μL) was applied to a carbon-coated, copper mesh grid for 1–2 min., followed by negative staining with 2% aqueous uranyl acetate. After fixing, samples were allowed to dry prior to imaging. Multiple frames were visualized per sample with approximately 15–20 captured for assessment.

#### Nanoparticle tracking analysis

The size distribution and collective particle concentration in isolated EV samples were analyzed using a ZetaView® QUATT 4 Nanosight Instrument (Particle Metrix). Briefly, isolated EVs were diluted in sterile DPBS (1X) and injected into the device for analysis. Measurements were taken at 11 positions via scatter mode using a 488-nm laser. Analysis of EV concentrations was calculated using the Zetaview Software (version 8.05.12 SP1) and re-analyzed based on the dilution factors to reveal the approximate number of particles/mL for each sample.

### Exosomal RNA extraction, library preparation, and sequencing

Total RNA to include miRNAs were isolated from equal volumes of pooled EV technical replicates of two biologically dissimilar females (three pooled replicates/follicle stage, pool from 2 animals) using the Norgen Exosomal RNA Isolation kit (Norgen Biotek Corp.; Thorold, ON, CA.) following the instructions for the Mini Kit provided by the manufacturer, and as carried out previously [24, 38]. Objective measurements for RNA quality using RINs (RNA Integrity Number), concentration, and size distribution were characterized using an Agilent RNA 6000 Pico kit in an Agilent 2100 Bioanalyzer (Agilent Technologies; Santa Clara, CA, USA). Small-RNA library preparations for Next Generation Sequencing were prepared by Novogene Co., LTD (Sacramento, CA, USA) using a TruSeq Small RNA Library Prep Kit (Illumina RS-200) according to the manufacturer’s instructions. Library quantity and quality assessments were performed using a Qubit® DNA HS Assay Kit on a Qubit® 2.0 Fluorometer and an Agilent DNA High Sensitivity Kit in an Agilent 2100 Bioanalyzer, respectively. Explicit library concentrations were calculated using quantitative PCR measures then pooled in equimolar ratios and sequenced in a NovaSeq6000 sequencing instrument (Illumina) as single-end (50 bases) reads.

### Bioinformatic analysis and identification of miRNA clustering

FASTQ files were generated for individual samples using the software bcl2fastq (Illumina) with quality assurance performed using FastQC tool version 0.11.9. Raw FASTQ files and processed comma-separated value (CSV) files have been deposited into NCBI’s Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number (GSE246260). Formal analysis of the data was conducted using the CLC Genomics Workbench software, version 21 (www.qiagenbioinformatics.com). After removing adapter sequences, raw sequencing reads were trimmed based on quality score (Q-score > 30), ambiguous nucleotides (maximum two nucleotides allowed), and read length (≥15 nucleotides). As miRNAs have not been sequenced for the rhinoceros species, reads were annotated against the equine, bovine, and human precursor and mature miRNAs listed in the mirBase database (release 22) using the CLC Genomics Workbench Quantify miRNA tool after applying default software parameters and allowing a maximum of two mismatches within the read. We used these three species to annotate the rhinoceros’s sequence reads as they have well-annotated genomes and miRNAs and well-developed ARTs, with equine given priority based on the phylogenetic relationship [39]. Normalization of raw expression data was conducted using the trimmed mean of the M-values method (TMM normalization) [40] and correspondingly presented as TMM-adjusted Counts Per Million (CPM). Any miRNA with a CPM value greater than 10 in a minimum of two out of the three biological replicates of each group was considered as expressed. Additionally, the expression analysis comparison was performed using the CLC Genomics Workbench Differential Expression tool. Differentially expressed (DE) miRNAs were determined on the criteria of exhibiting a fold change (FC) ≥ 2 and p-adjusted value (FDR) < 0.1 [41]. miRNAs were grouped in different cluster patterns according to their expression profiles among the different developmental stages using the Mfuzz Bioconductor package [42].

### miRNA-target gene prediction and ontological classification

Target genes of the DE-miRNAs were identified using the human DE-miRNAs and the human homologous miRNAs for the equine and bovine DE-miRNAs to cover all possible validated and predicted target genes appearing in the miRWalk database [43]. Validated target genes from miRTarBase (version 7.0) and predicted commonly targeted genes by TargetScan (version 7.1) and miRDB (release 5.0) were selected for ontological classification analysis using the DAVID bioinformatics web tool (https://david.abcc.ncifcrf.gov/). Significant pathways and biological processes were determined from the KEGG pathway database [44], and the GOTERM_BP_DIRECT annotation set, respectively. The interaction network of the DE-miRNAs from the different comparisons were constructed using Cytoscape [45].

## Results

### Rhinoceros EVs bear conventional EV-like physical and biochemical traits

Stage-specific FF was collected from two female rhinoceros’ and subjected to a dual-targeted approach to isolate high-grade EVs for small RNA sequencing, as outlined in the workflow diagram (Figure 1). The analysis of the isolated EVs and independent rhinoceros granulosa cells revealed the presence of EV markers (TSG101 and HSP70) in all samples, assessed by western blot analysis, as well as the absence of cellular mitochondrial protein marker cytochrome c (CYCS) from the EV samples (Figure 2A). Transmission electron microscopy images captured of pooled EV samples from each respective stage, revealed that rhinoceros EVs exhibit hallmark cup-like morphology, characteristics indicative of long-established EVs (Figure 2B). Additionally, we evaluated six technical replicates of EVs [three per follicle stage, per individual animal (*n* = 2)], and according to nanoparticle tracking analysis, EVs collected from stage-specific FF differ in concentration (Avg. Conc.: G = 2.93E ± 09, D = 8.17E ± 09, P = 7.05E ± 09) and differ in size [G = 173.78 nm, D = 225.76 nm (*p* = 0.0072), P = 237.41 nm (*p* = 0.0015)], compared to those EVs collected from growing follicles (Figure 2C and D). The quality and integrity of the isolated exosomal RNA samples were used to sequence small RNAs (n = 9) and were additionally analyzed with a representative electropherogram revealing peaks for small RNAs amid EVs with the absence of 18S and 28S cellular ribosomal RNAs (Figure 2E).

**Figure 2:**
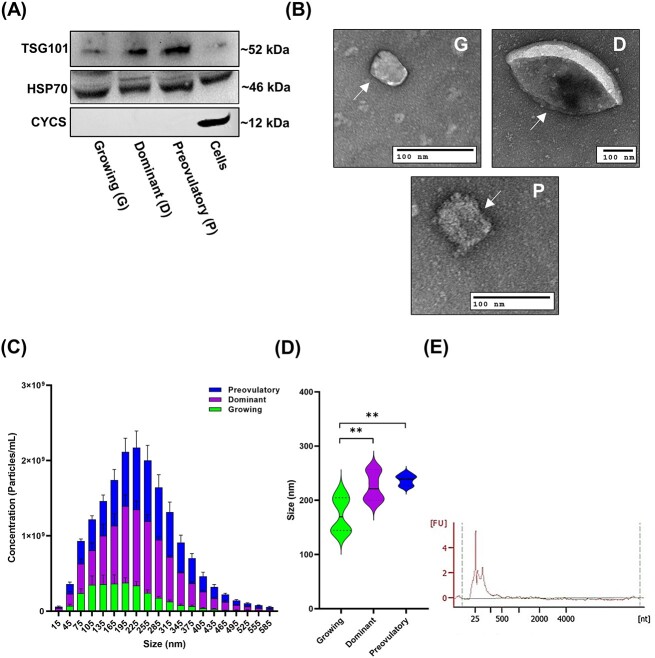
Rhinoceros extracellular vesicle morphological and biochemical validation. (A) Immunoblots indicating traditionally expressed EV-associated marker proteins (TSG101 and HSP70), and the absence of cellular contamination marker (CYCS). (B) Representative transmission electron microscopy images revealing the ultrastructure cup-like morphology of rhinoceros FF-derived EVs, indicated by arrows. Scale bars: 100 nm. Nanoparticle tracking analysis of the concentration (C) and size distribution (D) of rhinoceros FF-derived EVs from diverging stages. (E) Representative graphical overview of the quality and integrity of exosomal RNA samples used for small RNA sequencing.

### Expression profiles and DE miRNAs

A total of nine small-RNA libraries were constructed with an average of 18 million reads per library that passed the QC parameters. 

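FF was collected from 2 SWR females and staged by the diameter of the follicle: 11 to 17 mm for the G group, 18 to 29 mm for the D group and 30 to 34 mm for the P group. Each group had 3 small-RNA libraries (n = 3), made from RNA of EVs pooled over the 2 animals. The methods describe these as pooled technical replicates and elsewhere as biological replicates, so p-values measure only the spread between these samples, which may be technical. According to the methods, the authors removed adapters, trimmed the reads and counted those that matched mature or precursor miRNAs of horse, cattle or human. They did so in CLC Genomics Workbench, with at most 2 mismatches and equine entries first, then adjusted the counts by TMM. The deposited values are TMM-adjusted CPM of 3886 mature miRNA names, of which 686 are equine, 875 bovine and 2325 human, and 733 of them had a value above 0. Within a library all values were whole multiples of its smallest value, within a tolerance of 0.01 of a read, so whole reads could be recovered. The miRNA reads were 58040, 20385 and 148150 in G1, G2 and G3, 32260, 149281 and 38258 in D1, D2 and D3, and 47299, 18384 and 28069 in P1, P2 and P3. They made up 0.100 to 0.964% of the reads that passed QC in the paper's Supplementary Table S1, whose mean is 18121279 per library. The mean share was 0.323%, against 0.401% for the miRNA shares given there, which its footnote describes as shares of mapped reads. The recovered share was the lower in every library, and the reason was not tested. A single read was worth between 5.64 CPM (G3) and 38.6 CPM (P2), so 1 read exceeded 10 CPM in 8 libraries and 2 reads did so in G3. Single miRNAs took large shares of some libraries, with eca-miR-148a at 71.8% of the reads of D2, bta-miR-11980 at 35.0% of G1 and hsa-miR-10400-5p at 16.9% of D1.
The 417 miRNAs above 10 CPM in at least 2 replicates of at least 1 group were tested, 187 equine, 94 bovine and 136 human. They had a median of 7.33 reads per library. The test was limma with a trended variance on log2(CPM + 10), with all 9 libraries in one fit. A miRNA was called DE at a Benjamini-Hochberg adjusted p under 0.1 and a fold change of at least 2 on that scale, which understates the fold change of miRNAs with few reads. Where a group had 0 reads, a floor of 3 reads over the group gave a lower bound, and where it had 1 to 3 reads, the fold change is given with its exact 95% interval for the counts. PCR reads carry no molecular identifiers here, so these intervals and bounds cover counting error only.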

An average of 0.4% of reads were annotated to the equine, bovine, and human miRNAs from the mirBase database (Supplementary Table S1). Principal component analysis (PCA) and hierarchical heatmap exhibited clear clusterings of the D and P replicates, while this was not the case for the replicates of the G group (Figure 3A and B). 

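The D libraries lay together at one end of the first principal component, with scores from -20.0 to -15.5, and the P libraries lay together at the other, from 14.6 to 18.1. The G libraries did not lie together: G2 was beside the D libraries at -14.4, G1 beside the P libraries at 17.1, and G3 stood apart on the second component at -28.1. Pearson's r between libraries across the 417 miRNAs, which are not independent replicates, was 0.821 to 0.824 within the D group, 0.804 to 0.851 within the P group and 0.708 to 0.793 within the G group. Each D and each P library had its highest r with a library of its own group. G1 was closest to P1 (0.816), G2 to D1 (0.817) and G3 to P3 (0.813). Average-linkage clustering into 2 branches placed G2 with the D libraries and G1 and G3 with the P libraries, and into 3 branches it left G3 alone.
Stage accounted for 34.5% of the squared distances between libraries (pseudo-F = 1.58, exact permutation test over all 280 splits of the 9 libraries into 3 groups, p = 0.0143), and 3 of the other splits gave as large a pseudo-F, at most 1.76. Any split into 3 groups accounts for part of these distances, so the 34.5% cannot be read as the share due to stage. The exact p was 0.0643 without D2 (pseudo-F = 1.40), 0.0857 without P1 (1.36), and 0.0536 without P2 (1.43) or without P3 (1.44).

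**Figure D1:**
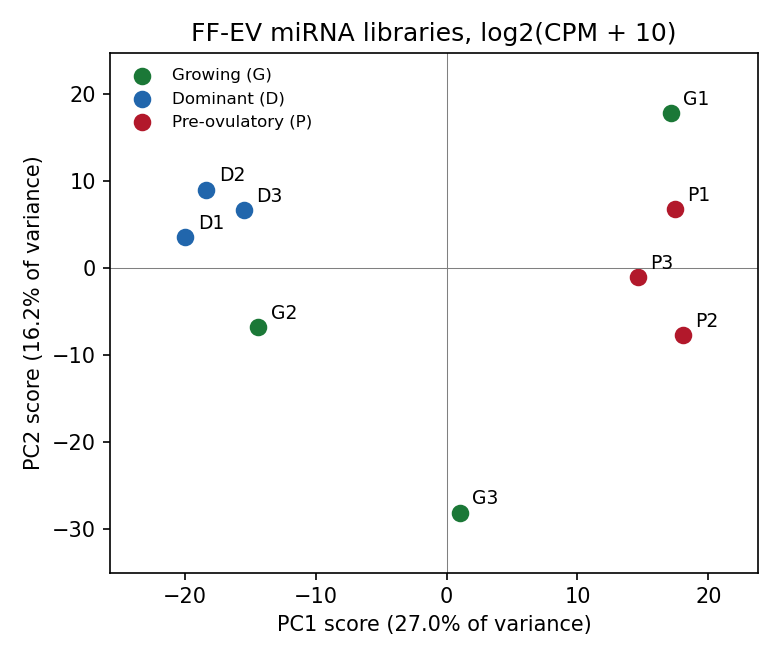
Scores of the 9 libraries on the first (27.0% of the variance) and second (16.2%) principal components of log2(CPM + 10), 1 point per library, colored by group. The D points sit at the left and the P points at the right, with G2 near the D points, G1 near the P points and G3 at the bottom.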

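Among the 417 miRNAs that passed 10 CPM in at least 2 replicates of a group, those seen in each of the G, D and P groups were the abundant ones. They included eca-miR-148a, bta-miR-451, eca-miR-21 and bta-let-7i, and had a median of 251 reads summed over the 9 libraries. A further 31 miRNAs passed in G and D but not in P, with eca-miR-200a, a repressor of the epithelial-to-mesenchymal transition, the most abundant. Another 55 passed in G and P but not in D, led by eca-miR-184, which is known from cornea and other epithelia, and 11 passed in D and P but not in G. Per library, the number above 10 CPM was 481 in G3 and between 309 and 348 in the other libraries. Asking for all 3 replicates instead of 2 left 221 miRNAs in the G group, and leaving out G3, the library in which a read was worth least, left 228.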

A total of 351, 296, and 329 miRNAs were expressed (>10 CPM in at least two replicates) in the G, D, and P groups, respectively, with 231 miRNAs being commonly expressed across the three groups (Figure 3C). The top 20 highly expressed miRNAs are presented in Table 1 and the complete list of all expressed miRNAs is presented in Supplementary Table S2. 

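The 13 miRNAs among the 20 with the highest mean CPM in all 3 groups were eca-miR-148a, bta-miR-451, eca-miR-21, bta-let-7i, hsa-miR-10400-5p, bta-miR-99a-5p, eca-miR-26a, eca-let-7f, bta-let-7b, bta-miR-151-3p, eca-miR-143, eca-miR-423-5p and eca-miR-122. Together they made up 57.8 to 86.4% of the miRNA reads of the D libraries, 46.4 to 51.6% of the P libraries and 32.5 to 49.0% of the G libraries. The liver miRNA eca-miR-122 had 12587 ± 6788 CPM in G, 32588 ± 11376 in D and 15727 ± 3059 in P (SD, n = 3 each), and the 3 groups did not differ in an exact permutation test at a threshold of 0.05 (p = 0.0536). For hsa-miR-10400-5p, an entry of the list of miRNA names that resemble fragments of structural RNA, the values were 24244 ± 22411, 91187 ± 49499 and 54665 ± 11481 CPM (exact p = 0.0429, not adjusted for the other miRNAs). The mTOR repressor bta-miR-99a-5p had 24046 ± 19326, 23336 ± 8943 and 38246 ± 12977 CPM (exact p = 0.389). Ranking by the median of the replicates gave 12 shared miRNAs.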

Among the top 20 expressed miRNAs, 13 miRNAs were commonly detected in the three groups. Interestingly, eca-miR-148a and bta-miR-451 were among the top three miRNAs in the three groups (Table 1). 

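In the D group eca-miR-148a, a regulator of cholesterol metabolism in liver, had 872829 ± 1253553 CPM (SD, n = 3), against 85922.5 ± 60717 in G and 94882 ± 21981 in P. The D value rests on D2, where it reached 2319965 CPM, while D1 and D3 had 121958 and 176565 CPM, and the difference among the groups did not pass an exact permutation test (p = 0.0857). The red-cell miRNA bta-miR-451, which matures without Dicer, had 83159.5 ± 55159 CPM in G, 96984 ± 54594 in D and 38477 ± 9376 in P (exact p = 0.225). Within single libraries eca-miR-148a ranked first or second everywhere, and bta-miR-451 ranked between 1 and 6. Without P3, bta-miR-451 left the top 3 of the P group.

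**Figure D2:**
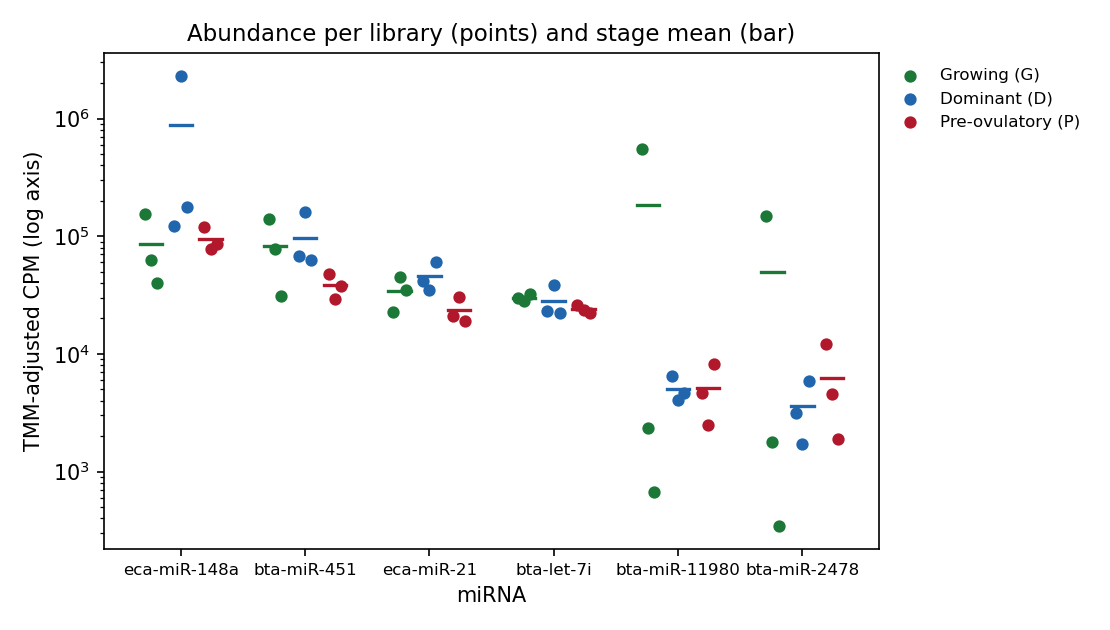
TMM-adjusted CPM on a log axis of 6 abundant miRNAs, with 1 point per library and a bar at the mean of each group. For eca-miR-148a the highest point is D2 at 2319965 CPM, and for bta-miR-11980 and bta-miR-2478 the highest point is G1.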

Among the exclusively expressed miRNAs, or the ones that were expressed in only two groups, 13 miRNAs exhibited differences in either one or two comparisons, as shown in Figure 3(C).

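Of the 13 miRNAs, 5 were called here. The epithelial miRNA eca-miR-184 had 5514 ± 3641 CPM in G, 360.04 ± 624 in D and 7889 ± 1941 in P (SD, n = 3). Its log2 fold change was 6.54 in G vs. D (standard error 1.44, adjusted p = 0.0535 from limma) and 7.34 in P vs. D (standard error 1.44, adjusted p = 0.0359). All 47 reads of D were in D3, so the size of both changes depends on the pseudocount. Over all settings it was 3.40 to 8.80 in G vs. D and 4.43 to 9.60 in P vs. D. With all libraries, edgeR and DESeq2 called it in P vs. D but not in G vs. D. hsa-miR-493-5p, from the imprinted DLK1-DIO3 cluster, had 36 reads in P and 0 in D, at least 12.7-fold higher in P (8.09 without D2 and 8.36 without D3). The others called were eca-miR-200a, eca-miR-205 and eca-miR-378. The other 8 were not called. Among these, bta-miR-574 had 98.7% of its P signal in P2, hsa-miR-576-3p 99.0% of its P signal in P3 and hsa-miR-3135b 98.7% of its G signal in G1. bta-miR-199a-5p, known from connective tissue, was at least 32.6-fold higher in P than in D by reads (92 against 0), with an adjusted p of 0.128 and 85 of the 92 reads in P1, and the muscle miRNA eca-miR-133a at least 9.20-fold (26 reads against 0, 17 of the 26 in P2), with an adjusted p of 0.148. For bta-miR-199a-5p the bound was 4.50 without P1, 20.7 without D2 and 21.4 without D3, and for eca-miR-133a it was 4.07 without P2, 5.84 without D2, 6.04 without D3 and 14.1 without P1. In the fits that left out 1 library, eca-miR-184 in G vs. D was called only without D3 and without P1, and its adjusted p ranged from 2.64e-04 to 0.389 over all settings. In P vs. D its call was lost without D1, D2, P1 or P2 (up to 0.156), and that of hsa-miR-493-5p without any single D or P library (up to 0.203).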

**Figure 3:**
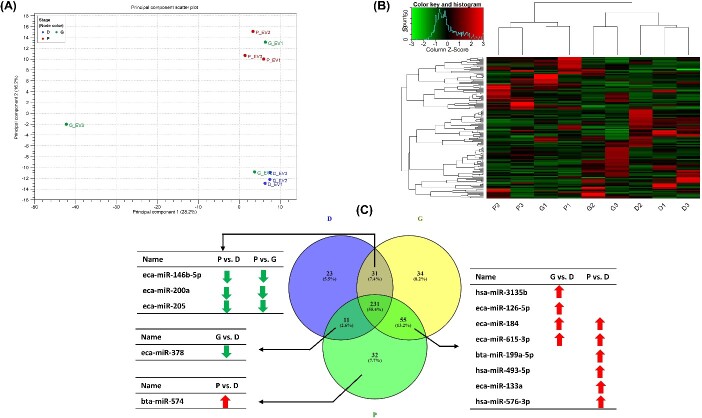
Small-RNA sequencing data overview. (A) Principal component analysis. (B) Heatmap and hierarchical clustering of expressed miRNAs. (C) Venn diagram for commonly and exclusively expressed miRNAs in the FF EVs at different stages of follicular development. MicroRNAs with a value of CPM >10 in at least two replicates of the three biological replicates was considered detected. Exclusively expressed miRNAs that exhibited a significant difference are presented in the Venn diagram with arrows indicating significantly up or downregulated miRNAs in the corresponding comparison. G: Growing; D: dominant; P: preovulatory.

**Table 1:** List of the top 20 most abundant miRNAs amidst EVs obtained from rhinoceros FFs at different follicular stages

**miRNA**	**G CPM**	**miRNA**	**D CPM**	**miRNA**	**P CPM**
**bta-miR-11980**	185 839.3	**eca-miR-148a**	872 829.2	**eca-miR-148a**	94 882.4
**eca-miR-148a**	85 922.45	**bta-miR-451**	96 984.29	**hsa-miR-10400-5p**	54 664.73
**bta-miR-451**	83 159.52	**hsa-miR-10400-5p**	91 187.32	**bta-miR-451**	38 476.65
**bta-miR-2478**	50 026.85	**eca-miR-21**	45 580.34	**bta-miR-99a-5p**	38 245.91
**hsa-miR-3168**	47 238.03	**eca-miR-122**	32 587.91	**eca-miR-99a**	30 796.38
**eca-miR-21**	34 231.73	**eca-miR-486-5p**	30 169.45	**bta-let-7i**	24 071.29
**bta-let-7i**	29 962.76	**bta-let-7i**	28 037.44	**eca-miR-21**	23 430.8
**hsa-miR-10400-5p**	24 243.74	**hsa-miR-3168**	26 703.2	**eca-miR-10b**	21 032.38
**bta-miR-99a-5p**	24 046.17	**bta-miR-99a-5p**	23 336.02	**eca-miR-143**	20 767.12
**eca-miR-26a**	20 774.92	**eca-miR-26a**	21 300.4	**eca-miR-26a**	18 064.75
**eca-miR-1**	20 262.69	**bta-miR-192**	17 449.7	**bta-let-7b**	17 731.89
**eca-let-7g**	16 584.2	**eca-let-7g**	14 136.19	**eca-let-7a**	16 031.34
**eca-let-7f**	16 230.58	**eca-miR-423-5p**	13 883.41	**bta-miR-192**	15 927.29
**eca-miR-486-5p**	16 206.56	**bta-let-7b**	13 142.76	**eca-miR-122**	15 727.23
**bta-miR-151-3p**	15 349.26	**eca-miR-126-3p**	12 884.64	**eca-miR-100**	15 330.03
**eca-miR-143**	13 270.89	**eca-miR-143**	11 875.72	**eca-miR-1**	13 948.54
**eca-miR-423-5p**	12 834.61	**eca-let-7f**	11 162.91	**eca-miR-128**	12 321.1
**bta-let-7b**	12 829.24	**eca-miR-128**	10 955.84	**eca-let-7f**	12 199.41
**eca-miR-122**	12 587.2	**bta-miR-151-3p**	10 827	**bta-miR-151-3p**	11 359.67
**eca-miR-100**	11 683.97	**eca-miR-10b**	10 642.12	**eca-miR-423-5p**	9912.52

miRNA: microRNA; CPM: counts per million; G: growing; D: dominant; P: pre-ovulatory.

In addition, a total of 31 miRNAs, among the 231 commonly expressed miRNAs, were DE (FC ≥ 2, FDR < 0.1) in the three different comparisons (Figure 4A). 

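Of the 231 miRNAs, 9 were called in at least 1 comparison. They were hsa-miR-4497 and hsa-miR-4492, entries of the list that resembles structural RNA, bta-miR-142-5p of blood leukocytes, the red-cell miRNA eca-miR-486-5p, bta-miR-27a-3p, the keratinocyte miRNA eca-miR-31, bta-miR-9-5p of neural cells, eca-miR-381 of the DLK1-DIO3 cluster and hsa-miR-146b-5p, a brake on inflammatory signaling. For bta-miR-27a-3p the mean was 1415 ± 428 CPM in G, 2420 ± 946 in D and 208 ± 16.8 in P (SD, n = 3), a log2 fold change of -3.41 in P vs. D (standard error 0.69, adjusted p = 0.0359 from limma). That call was lost without P1, P2 or any single D library, at an adjusted p up to 0.149 over all settings. Another 6 miRNAs that were not expressed in all groups were called, which makes 15 in all. With 1 library left out the total was 3 (without D1 or P2) to 31 (without G1). Of these totals, 2 and 16 were expressed in all groups. Of the 62 pairs of miRNA and comparison in the paper's Supplementary Table S3, 61 had the same sign here, 48 had an unadjusted p under 0.05 and 16 were called (2 without D1 and 23 without G1). In data simulated at these depths, limma recovered 35.3% of miRNAs changed 16-fold and 53.5% of those changed 64-fold in P vs. D. With edgeR the number of called miRNAs expressed in all groups was 10, and with DESeq2 it was 39, both on the recovered reads.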

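The most calls were in P vs. D. There, 4 miRNAs rose and 7 fell, in G vs. D 1 rose and 3 fell, and in P vs. G 1 rose and 1 fell, all in limma and all with the 3 replicates of one group above those of the other. Under total-sum scaling the balance turned, with 10 higher and 3 lower in P vs. D and 1 higher and 0 lower in G vs. D, and 0 miRNAs were called in P vs. G. P vs. D did not have the most calls in every setting: without G1 there were 19 in P vs. G against 15 in P vs. D, and without G1 and D2, a setting chosen after the data were seen, 18 against 3. Without D2, D3, P1 or P2, G vs. D had more calls than P vs. D (2, 4, 4 and 3 against 1, 1, 0 and 0). Among the called miRNAs only, by fitted log2 change, whose order depends on the pseudocount where a group has few or 0 reads, the largest rise in P vs. D was that of eca-miR-184, followed by hsa-miR-493-5p, bta-miR-9-5p and eca-miR-381, and the largest fall that of eca-miR-205, followed by eca-miR-31, eca-miR-200a, eca-miR-142-3p, bta-miR-142-5p, bta-miR-27a-3p and eca-miR-486-5p.
Of 16 lists of miRNAs, 2 moved on balance one way in P vs. D by fry. The lists were fixed before the deposited values were examined, but not before the paper's tables of results from the same libraries were seen. They are therefore no independent support for the paper's DE-miRNAs. The structural-RNA-like entries were chosen from the study's own table of expressed miRNAs. All 14 measured entries of leukocyte miRNAs had negative changes, with 2 called (6 when adjusted over the list alone). Their median was -2.62, and -2.38 with unread members at their bound (fry adjusted p = 0.0409 from limma). Several of these entries are species versions or arms of the same miRNA. Some, such as eca-miR-155 and hsa-miR-155-5p, differ by 1 base and may share reads. The 14 are therefore not independent, while camera with its preset correlation treats members as nearly unrelated. The 3 miRNAs of squamous epithelium had a median of -5.99, or -5.97 with eca-miR-205 at its bound (fry adjusted p = 0.0958 from limma), with eca-miR-205 and eca-miR-31 called (3 when adjusted over the list alone). The third member, hsa-miR-203a-3p, had 749 ± 486 CPM in D and 469.9 ± 814 in P (SD, n = 3). Against the other miRNAs, camera with a preset correlation gave an adjusted p of 3.15e-07 for the leukocyte list and of 0.00248 for the squamous list, and the adjusted p was 0.186 and 0.341 with an estimated correlation. The erythroid list held 5 entries, all of miR-451 or miR-486, with a median of -2.64 and 1 called (3 when adjusted over the list alone). It was not called by fry (adjusted p = 0.243 from limma). Its camera adjusted p was 0.0739, and 0.538 with an estimated correlation, and its member hsa-miR-451a was higher in P (2.31). The study's own DE-miRNAs include 5 of the leukocyte, 2 of the squamous and 1 of the erythroid members.
At an unadjusted p under 0.05 there were 39 miRNAs in G vs. D, 31 in P vs. G and 61 in P vs. D. The replicates of the compared groups did not overlap for 14.6%, 9.59% and 22.3% of the miRNAs, where chance gives 10%. Without P1 or without P2 no miRNA was called in P vs. D, without D2 or without D3 1, without D1 2 and without P3 5, while without G2 16 were called. Without D2, and also under total-sum scaling, no list passed fry in P vs. D.

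**Figure D3:**
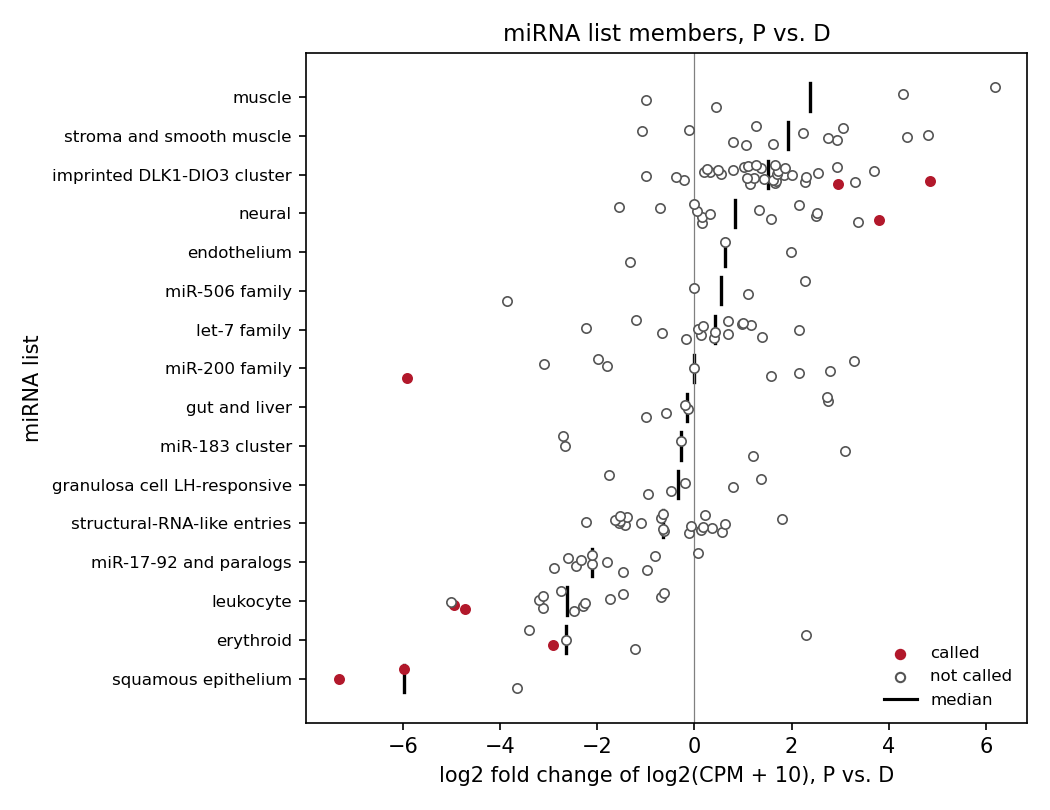
Log2 fold change in P vs. D of each measured miRNA of the 16 lists, with filled points for called miRNAs and a bar at the median of each list. The leukocyte, squamous and erythroid medians lie below 0 under each of the scalings, whereas the medians of the structural-RNA-like, miR-183, miR-200, gut and liver, and granulosa cell lists lie below 0 here and above 0 under total-sum scaling.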

The DE-miRNAs in the G vs. D, P vs. G, and P vs. D comparisons are presented in Figure 4(B), (C), and (D), respectively and in the Supplementary Table S3. Out of the 31 DE-miRNAs, 13 commonly appeared in atleast two different comparisons. 

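Of the called miRNAs, hsa-miR-4497 and eca-miR-184 were called in 2 comparisons each. This count of 2 was 11 without G1, 1 without G3, D2 or D3, and 0 without D1, P1, P2 or P3. It was 0 at an adjusted p under 0.05, with only the 2 groups in the fit or without trend, and 19 with DESeq2. In G, hsa-miR-4497, an entry of the structural-RNA-like list, had 626 ± 74.6 CPM (SD, n = 3), below the 9102 ± 1517 CPM of D and the 4276 ± 1117 CPM of P. In D, eca-miR-184 was below both other groups. Of the pair only hsa-miR-4497 was above 10 CPM in at least 2 of 3 replicates of every group. Comparisons that share a group share its replicates. For a baseline, 100 data sets with no difference between groups were simulated. They gave on average 0.05 miRNAs called in at least 2 comparisons and at most 1. At an unadjusted p under 0.05, 40 miRNAs passed in at least 2 comparisons, against a simulated mean of 15.8 and a maximum of 25. The simulated data lack changes that raise the number passing in each comparison. They therefore do not tell how much of the overlap comes from the shared group.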

Three miRNAs, eca-miR-486-5p, eca-miR-31, and bta-miR-142-5p were downregulated in the P group compared to both the G and D groups. 

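The P group had the least of all 3. The red-cell miRNA eca-miR-486-5p had 16207 ± 9946 CPM in G, 30169.5 ± 16957 in D and 4145 ± 2502 in P (SD, n = 3). It fell by 2.90 on the log2 scale in P vs. D (standard error 0.66, adjusted p = 0.0476 from limma), and the value in P vs. G was -1.93 (0.66, adjusted p = 0.337). The leukocyte miRNA bta-miR-142-5p had 563 ± 252, 1633 ± 1222 and 39.96 ± 15.5 CPM. It fell by 4.72 in P vs. D (0.95, limma adjusted p = 0.0359), and in P vs. G its change was -3.46 (0.95, adjusted p = 0.244), with all P libraries below all G libraries. eca-miR-31, known from keratinocytes, had 940 ± 1118 CPM in G, 1538 ± 271 in D and 19.1 ± 19.3 in P, where it had 2 reads. By reads D was 90.4 times P (95% interval 24.7 to 752; 141.5 without P2 and 60.2 without P3) and G was 43.8 times P (11.9 to 364; 68.5 without P2 and 29.2 without P3), but G1 had 0 reads and the G and P libraries overlapped. Its adjusted p was 0.0891 in P vs. D and 0.550 in P vs. G.
Without any single D or P library eca-miR-486-5p and eca-miR-31 were not called in P vs. D, nor was eca-miR-31 without G3. The call of bta-miR-142-5p was lost without D2, D3, P1 or P2, at an adjusted p of up to 0.140 over all settings. In P vs. G, hsa-miR-146b-5p of the leukocyte list was called, and when adjusted over the list alone 4 members were, bta-miR-142-5p among them. The list had a median of -1.95 there, or -1.86 with unread members at their bound, and a camera adjusted p of 2.41e-04, with an adjusted p = 0.295 with an estimated correlation.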

In the G group, bta-miR-215, hsa-miR-4492, and hsa-miR-4497 were downregulated, while bta-miR-2478 and bta-miR-11980 were upregulated compared to both the P and D groups. 

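hsa-miR-4492 and hsa-miR-4497 were the lowest in G. The first had 615 ± 379.5 CPM in G, 6438 ± 1684 in D and 2482 ± 1054 in P (SD, n = 3), a log2 fold change of -3.51 in G vs. D (standard error 0.67, adjusted p = 0.0296 from limma) and of 2.09 in P vs. G (0.67, adjusted p = 0.325). The second changed by -3.83 in G vs. D (0.56, limma adjusted p = 0.00416) and by 2.72 in P vs. G (0.56, adjusted p = 0.0589). bta-miR-215, a p53-induced miRNA of gut, had 1481 ± 942 CPM in G, 6952 ± 2922 in D and 6214 ± 3036 in P, with all G libraries below the rest and log2 fold changes of -2.31 (0.65, adjusted p = 0.187) and 2.13 (0.65, adjusted p = 0.261). For bta-miR-2478 and bta-miR-11980 the high mean in G came from G1. On the log2 scale bta-miR-2478 had 0.51 in G vs. D (1.59, limma adjusted p = 0.922) and 0.06 in P vs. G (1.59, adjusted p = 0.992), and bta-miR-11980 had 0.95 (1.71, adjusted p = 0.849) and -1.07 (1.71, adjusted p = 0.904). Without G1 both were lower in G than in D and P, by a ratio of means of -3.38 and 5.85 for bta-miR-2478 and of -3.35 and 3.39 for bta-miR-11980.
In the fits without 1 library, hsa-miR-4497 was called in G vs. D in 9 of 9, while in P vs. G it was not called without G2, D1, D3 or any P library (adjusted p up to 0.341 over all settings), and hsa-miR-4492 was not called in G vs. D without D1 (up to 0.180). Under total-sum scaling the limma calls of both in G vs. D were lost (adjusted p = 0.172 for hsa-miR-4497 and 0.180 for hsa-miR-4492), as was that of hsa-miR-4492 with only the 2 groups in the fit. Both belong to the list of 21 structural-RNA-like entries, which also holds bta-miR-2478 and bta-miR-11980. Its median in G vs. D was -0.99, with 2 members lower (3 when adjusted over the list alone), and its camera adjusted p was 1.94e-04, with an adjusted p = 0.257 with an estimated correlation.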

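In D, the neural miRNAs bta-miR-9-5p and eca-miR-9a and the DLK1-DIO3 miRNA eca-miR-381 were low. bta-miR-9-5p had 6991.5 ± 8233 CPM in G, 419.7 ± 113 in D and 6235 ± 2511 in P (SD, n = 3), with a log2 fold change of 3.79 in P vs. D (standard error 0.94, adjusted p = 0.0636 from limma) and of 3.09 in G vs. D (0.94, adjusted p = 0.268). For eca-miR-9a, whose sequence in the paper's Supplementary Table S3 starts like that of bta-miR-9-5p and may share its reads, the changes were 3.37 (0.99, adjusted p = 0.128) and 3.12 (0.99, adjusted p = 0.290). eca-miR-381 had 876 ± 207, 119 ± 23.9 and 1047 ± 422.7 CPM, with 2.96 in P vs. D (0.78, adjusted p = 0.0891) and 2.77 in G vs. D (0.78, adjusted p = 0.187).
eca-miR-148a had a change of -2.33 in G vs. D (0.86, adjusted p = 0.398) and of -1.98 in P vs. D (0.86, adjusted p = 0.311). With 88.6% of its D signal in D2, the ratio of means was -10.2 in G vs. D and -9.20 in P vs. D, and without D2 it was -1.74 and -1.57. hsa-miR-155-5p, a miRNA of activated lymphocytes, had 88.2 ± 100.5 CPM in G, 1215.5 ± 1373 in D and 35.9 ± 16.0 in P, with -2.45 (1.85, limma adjusted p = 0.645) and -2.75 (1.85, adjusted p = 0.419). The calls of bta-miR-9-5p and eca-miR-381 in P vs. D were lost without any single D or P library, at adjusted p up to 0.213 and 0.273 over all settings.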

In the D group, bta-miR-9-5p, eca-miR-9a, and eca-miR-381 were downregulated, while eca-miR-148a and hsa-miR-155-5p were upregulated compared to both the G and P groups (Figure 4).

**Figure 4:**
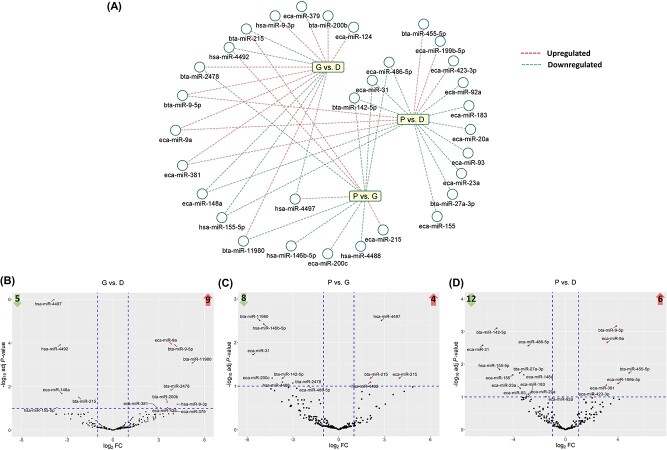
DE miRNAs. (A) All DE-miRNAs from the three different comparisons. Up- and down regulated miRNAs from each comparison are presented as red and green lines, respectively. Volcano plots of expressed miRNAs. Up- (upper right), and downregulated (upper left) miRNAs in (B) G vs. D, (C) P vs. G, and (D) P vs. D comparisons. The number of up and downregulated miRNAs in each comparison are presented on the up and down arrows, respectively. G: growing; D: dominant; P: preovulatory.

### miRNA cluster analysis

The abundance of EV-coupled miRNAs across the stages of follicular development was sorted according to the abundance in each stage of development and shown to have distinct clustering patterns. Cluster analysis showed that the miRNAs expressed in the FF-EVs were clustered into nine different patterns (Figure 5A, Supplementary Table S4). Each cluster pattern was composed of a variable number of miRNAs, as well as, DE-miRNAs, in which, clusters 3, 5, and 6 contained the highest numbers of DE-miRNAs compared to the other clusters (Figure 5B).

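Cluster 6 held 10 of the paper's DE-miRNAs, cluster 3 held 8 and cluster 5 held 7, and 6, 4 and 1 miRNAs of these clusters were called here. Those called in cluster 6 were bta-miR-27a-3p, eca-miR-200a, eca-miR-205, eca-miR-31, eca-miR-486-5p and eca-miR-142-3p. Cluster 2, with 40 miRNAs of low abundance in D such as eca-miR-184, held 3 of the called miRNAs. The clusters were made from these same libraries, so the shape of a cluster is not independent evidence of its direction. Fuzzy c-means with 9 centers on the standardized group means gave an adjusted Rand index of 0.879 with the paper's clusters, and 0.199 on the group medians. When 1 library was left out, the index was 0.339 to 0.554. From 34.0 to 50.0% of the members of a cluster had fewer than 5 reads per library on average over all libraries.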

**Figure 5:**
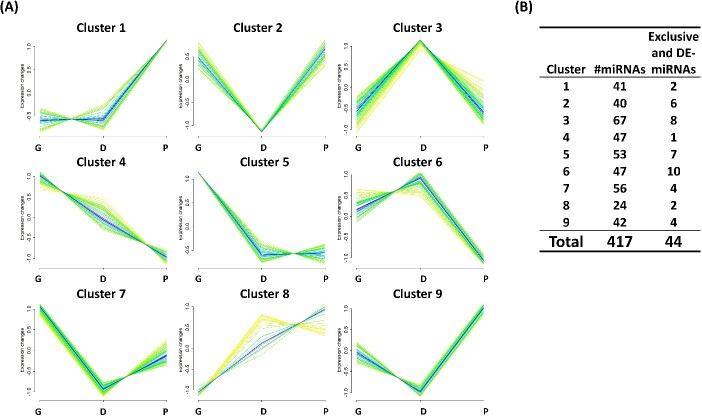
Clustering analysis of EV-coupled miRNAs across the stages of follicular development. (A) Nine different miRNA expression patterns in the FF EVs during follicular development. (B) The counts of total and DE miRNAs in each cluster. G: growing; D: dominant; P: preovulatory.

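In cluster 3 the highest mean was that of the D group for all 67 miRNAs, and the lowest was that of G for 32 and that of P for 35. For 11 of them every D library lay above the other 6 libraries, where chance gives 1.19% of miRNAs not chosen by their means and more in a cluster with a high D mean, so that the count is no test. These included the liver miRNA eca-miR-122, eca-miR-183, which is known from sensory organs, and eca-miR-378. Others had more overlap, such as eca-miR-93 of the miR-17-92 paralogs, with 337.1 ± 164 CPM in G, 1000.2 ± 1032 in D and 126.5 ± 44.3 in P (SD, n = 3). The library with the highest value was D1 for 23 miRNAs, D2 for 23, D3 for 18, P1 for 2 and P2 for 1.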

Cluster 3 comprises a group of 67 miRNAs that exhibited an increase in their expression from the G until the D stage and then a reduction at the P stage (Figure 6A). 

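Of the miRNAs of this cluster that the paper lists as DE, bta-miR-142-5p, eca-miR-378, hsa-miR-4492 and hsa-miR-4497 were called here. Not called were eca-miR-148a, eca-miR-183, eca-miR-93 and hsa-miR-155-5p. For eca-miR-93 the log2 fold change in P vs. D was -2.44 (standard error 0.97, adjusted p = 0.265 from limma). Each of its D libraries lay above each P library (n = 3 each).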

Among this cluster, eight miRNAs, including eca-miR-148a, were differentially or exclusively expressed amidst the different groups (Figure 6B). Pathways associated with the exclusive and DE-miRNA target genes of this cluster exhibited that several signaling pathways (including RAS, P13K-Akt, P53, mTOR, and MAPK), focal adhesion, cellular senescence, and endocrine resistance were among the top significantly targeted pathways (Figure 6C). 

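In cluster 5 the G group had the highest mean for all 53 miRNAs, and the lowest mean was in D for 37 and in P for 16. hsa-miR-146b-5p, which restrains inflammatory signaling, had 1364 ± 851 CPM in G, 290.5 ± 78.5 in D and 46.6 ± 27.3 in P (SD, n = 3). It was 1 of 4 members for which every G library lay above the other 6 libraries. Its sequence is that of eca-miR-146b-5p with 1 more base, so the 2 entries may share reads. Chosen after their values were seen, eca-miR-146b-5p (511 CPM in G and 1212 in D) and bta-miR-146b (440.3 and 657) had the higher mean in D, owing to D2. hsa-miR-146b-5p fell by 4.51 on the log2 scale in P vs. G (standard error 0.92, adjusted p = 0.0589 from limma), a call lost without G2, D1, D3 or any P library, at an adjusted p up to 0.341 over all settings. hsa-miR-4488 of the structural-RNA-like list had 4394 ± 6415, 915 ± 1314 and 337.4 ± 410.5 CPM, with 89.4% of its G signal in G3 (-2.91 in P vs. G, standard error 1.86, adjusted p = 0.729). The endothelial miRNA eca-miR-126-5p had 66 reads in G, 1 in D and 2 in P, which makes G 34.3 times D (95% interval 5.94 to 1374; at least 8.10 times without D1). G1 had 0 reads, the replicates of G and D overlapped, and it was not called in G vs. D (adjusted p = 0.469 from limma).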

Cluster 5 comprises a group of 53 miRNAs that exhibited a sharp reduction in their expression in the D and P stages but not in the G stage (Figure 7A). Among this cluster, seven miRNAs were differentially or exclusively expressed amidst the different groups, including bta-miR-11980 with approximately a 36-fold increase in the G groups compared to both the D and P groups (Figure 7B). 

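The level of bta-miR-11980 in the G group came from G1, which had 554503 CPM, while G2 and G3 had 2343 and 672 CPM. In D1, D2 and D3 it had 6446, 4089 and 4619 CPM, and in P1, P2 and P3 4672, 2473.5 and 8206 CPM. G1 thus held 99.5% of the G signal. The mean of G was 36.8 times that of D, and the mean of P was 0.0275 of that of G. The G mean was 185839 ± 319273 CPM (SD, n = 3), with an exact permutation p of 1.00 among the groups. It ranked first in G1, 41st in G2 and 109th in G3. bta-miR-2478 had 147962, 1774 and 344 CPM in G1, G2 and G3, with 3581 ± 2113 in D and 6198 ± 5322 in P (exact p = 0.95).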

Pathways associated with the exclusive and DE-miRNA target genes of this cluster showed that oocyte meiosis, cellular senescence, and cell cycle were among the top significantly targeted pathways (Figure 7C). Cluster 6 comprises a group of 47 miRNAs that exhibited a high expression level at the G and D stages and then a sharp reduction at the P stage. 

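The P group had the lowest mean for each of these 47 miRNAs, and the highest mean was in D for 43 and in G for 4. For 6 miRNAs every P library lay below the other 6 libraries, where chance gives 1.19% of miRNAs not chosen by their means and more in a cluster with a low P mean, so that the count is no test. They included eca-miR-126-3p, the main miRNA of endothelium, with 8457 ± 1587 CPM in G, 12885 ± 2806 in D and 5077 ± 570 in P (SD, n = 3). eca-miR-20a of the miR-17-92 cluster, which drives proliferation, had 682 ± 429.5, 918 ± 292.5 and 136 ± 85.5 CPM. Of the 3 endothelial miRNAs measured none was called in any comparison by limma (1 at an unadjusted p under 0.05, in P vs. D, and 1 when adjusted over the list alone). The camera adjusted p of that list was 0.685 in G vs. D, 0.633 in P vs. G and 0.929 in P vs. D.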

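The miRNAs of cluster 6 with the largest called changes were those of stratified and other epithelia, eca-miR-205, eca-miR-31 and eca-miR-200a. Each D library lay above each P library for 9 of the 10 that the paper lists as DE. The exception was eca-miR-155. For eca-miR-23a, which lies next to miR-27a in the genome, the mean was 706 ± 664 CPM in G, 1239 ± 1316 in D and 114.5 ± 68.2 in P (SD, n = 3), with a log2 fold change of -2.89 in P vs. D (standard error 1.31, adjusted p = 0.314 from limma). For eca-miR-20a the change was -2.89 as well (0.93, limma adjusted p = 0.148).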

Among this cluster, 10 miRNAs, including eca-miR-486-5p and eca-miR-31, were differentially or exclusively expressed amidst the different comparisons. Pathways associated with the exclusive and DE-miRNA target genes of this cluster showed similar pathways as in cluster 3, including several signaling pathways and endocrine resistance (Figure 8C).

**Figure 6:**
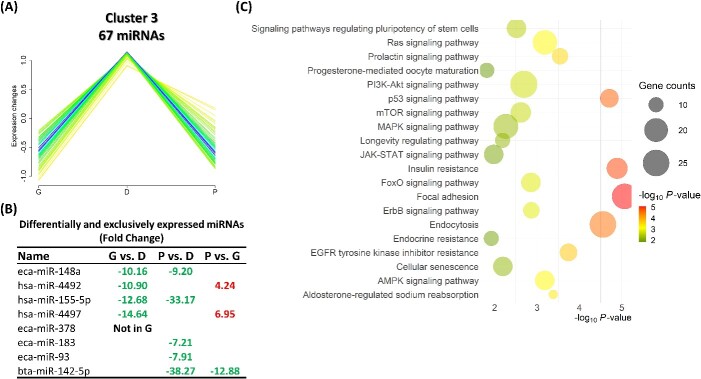
Cluster 3 consists of 67 miRNAs. (A) A group of 67 miRNAs exhibited an increase in their expression from the G until the D stage and then a reduction at the P stage. (B) Among this cluster, eight miRNAs were differentially or exclusively expressed amidst the different comparisons. (C) Pathways associated with the exclusive and DE-miRNA target genes of this cluster. G: growing; D: dominant; P: preovulatory.

**Figure 7:**
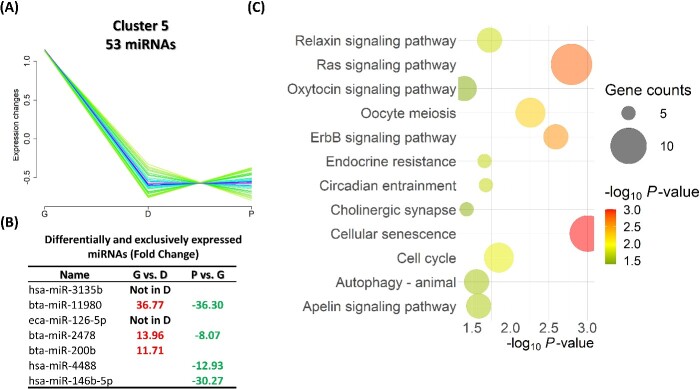
Cluster 5 consists of 53 miRNAs. (A) A group of 53 miRNAs exhibited a sharp reduction in their expression in the D and P stages, however, not in the G stage. (B) Among this cluster, seven miRNAs were differentially or exclusively expressed in different comparisons. (C) Pathways associated with the exclusive and DE-miRNA target genes of this cluster. G: growing; D: dominant; P: preovulatory.

**Figure 8:**
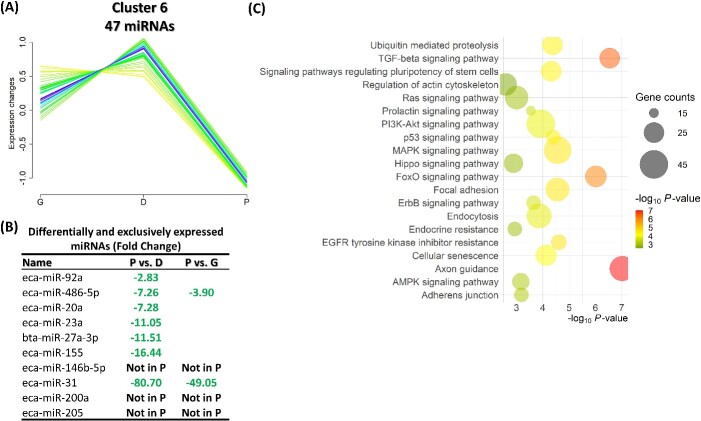
Cluster 6 consists of 47 miRNAs. (A) A group of 47 miRNAs exhibited a slight increase in their expression from the G to the D stage and then a sharp reduction at the P stage. (B) Among this cluster, 10 miRNAs were differentially or exclusively expressed in the different comparisons. (C) Pathways associated with the exclusive and DE-miRNA target genes of this cluster. G: growing; D: dominant; P: preovulatory.

## Discussion

Recent achievements in ARTs in the white rhinoceros [1, 16–18] have elucidated numerous aspects of reproduction and improved *in vitro* technologies for this species. Ovum pick up, *in vitro* oocyte maturation, fertilization, and embryo culture, as well as embryo transfer [1] have been implemented in the white rhinoceros, providing hope for the successful restoration of the genetic diversity necessary for a self-sustainable population. However, with very few scientific groups working on this challenging task worldwide, innovative approaches to increase the efficiency of *in vitro* technologies are imperative. Molecular mechanisms of follicle dynamics and ovarian function are still unmapped in the rhinoceros, hence the need to develop more sophisticated tools used in other model species.

At their core, EVs establish and liaise the molecular dialog between the growing oocyte and maternal tissues, through which miRNAs are the essential elements regulating follicular maturation [46, 47]. Previous studies from our group have implicated the role of EV-coupled miRNAs from FF in mediating the strictly coordinated and intricate crosstalk of follicular cells to ultimately ensure the ovulation of a competent oocyte [21]. Given that EVs [31] containing miRNAs [48] are readily uptaken by growing oocytes and embryos, and that FF-EVs categorically have been shown to stimulate cumulus expansion (morphologic and via gene regulation) *in vitro* [49], the aim of this study encompasses elucidating the dynamics and potential roles of EV-miRNAs from stage-specific FF amidst follicle growth for the first time in the SWR.

The presented data identify deviations among groups in miRNA expression levels from FF-EVs implying the probable regulatory machinery affecting the developing oocyte and the circumambient microenvironment. Due to the nature and rarity of the sample collections, to our knowledge, this is the first comparative analysis of FF-EVs and miRNAs, aimed toward a better understanding of the reproductive complexities and the prospective preservation of the rhinoceros species through potential improvements in ART efficiencies. Although the differences in individual animals were the first-factor variable removed, the PCA of quantified miRNAs clearly segments group D from P, which are more defined and structured in stage, while the fate of group G remains undifferentiated at the time of collection. This is a clear indication revealing that the EV-coupled miRNA fingerprint within the rhinoceros FF is directly associated with their follicular differentiation. 

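The D and P libraries lay farthest apart relative to the spread within each group (pseudo-F = 2.50), and no other split of the 6 libraries exceeded 0.959. For G against D the pseudo-F was 1.27, with 1.095 the highest of the other splits, and for P against G it was 1.15, where another split reached 1.45. The exact permutation p was 0.1 for P against D and for G against D, the smallest that 3 libraries against 3 allow, and 0.3 for P against G. Among the 11 miRNAs called in P vs. D were eca-miR-184, bta-miR-9-5p and eca-miR-381, higher in P, and eca-miR-205, eca-miR-142-3p and eca-miR-200a, higher in D. From the separation of D from P in the PCA, and from the G replicates, whose fate it describes as still open at collection, the paper concludes that the miRNA content of FF-EVs goes with the differentiation of the follicle.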

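The miRNAs above 10 CPM in a single group were seen at few reads. Of the 34 that passed only in G, 29 had at most 10 reads over the 3 G libraries, with a median of 6. All 23 that passed only in D had at most 7 reads, with a median of 2, and of the 32 that passed only in P, 26 had at most 10 reads, with a median of 3. Reads in the other groups were present for 23 of the 34, 22 of the 23 and 30 of the 32. For bta-miR-574, the most abundant of those seen only in P, P1, P2 and P3 had 1, 36 and 0 reads, and the G libraries together had 30. In limma 0 of them were called in any comparison. When every library was thinned to the 18384 reads of the shallowest, the median over 50 draws was 32 seen only in G, 13 only in D and 41 only in P. Leaving out G3, whose reads each counted least, gave 4 only in G, 45 only in D and 64 only in P.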

Overall, a total of 231 miRNAs (55.4%) were identified to be commonly expressed among the three groups, while 34 (8.2%), 23 (5.5%), and 32 (7.7%), represent those exclusively expressed within the G, D, and P groups, respectively. These data suggest prominent alterations in the EV-miRNA cargo during different stages of follicle development, in accordance with previous work in bovine [21], humans [46], goats [50], and equine [24].

### Functional implications of miRNA expression and DE-miRNAs during segmented early stages of follicular development

Amidst the top highly expressed miRNAs, based on read counts, from the top 20 most abundant miRNAs (Table 1) in all groups include, eca-miR-148a, bta-miR-451, eca-miR-21, and bta-let-7i. 

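eca-miR-21, which inhibits apoptosis and is induced by LH in mouse granulosa cells, had 34232 ± 11358 CPM in G, 45580 ± 13002 in D and 23431 ± 6133 in P (SD, n = 3). It ranked between 3 and 12 in the 9 libraries, and an exact permutation test among the groups gave p = 0.0857. The bovine entry bta-miR-21-5p had 8498 ± 2265, 10099.6 ± 4830 and 6754 ± 1927 CPM. Of the 6 measured miRNAs of the list of LH-responsive granulosa cell miRNAs, which also holds miR-132 and miR-212, limma called 0 in each comparison, with 0 at an unadjusted p under 0.05 as well. The median of the list in P vs. D was -0.34, and 0.42 under total-sum scaling. Its camera adjusted p was 0.445 in G vs. D, 0.842 in P vs. G and 0.741 in P vs. D.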

To this point, the abundant expression patterns of eca-miR-148a and eca-miR-21, harmoniously follow suit with our previous publication of FF-EVs from stage-specific follicles in the mare, an adjacent representative model for reproduction in the rhinoceros [24]. Furthermore, a similar approach using FF-EVs in humans demonstrated the correlation of hsa-miR-148a with Day-3 embryo quality [51], and miR-21 in mouse oocyte maturation, blastocyst formation, and pre-implantation embryo development [52]. Analogously, the low expression of miR-451 in FF from endometriosis patients has been suggested to significantly affect oocyte competence for fertilization and pre-implantation embryo development via the aberrant expression of genes regulating the WNT signaling pathway [53]. Thus, it is likely that the integrative roles of these highly abundant EV-miRNAs may play critical function in regulating the timely undertaking needed to ovulate a competent gamete with the high-yielding capacity to develop past the blastocyst stage. Additionally, and consistent with our results, a previous study in cattle from different-sized follicles noted stable expression patterns of bta-let-7i in cumulus-oocyte complexes (COCs), denuded oocytes, and granulosa cells, albeit, a tendency for an increased expression of *DICER1* (miRNA processing machinery) in COCs from larger follicles [54]. These results suggest that during oogenesis, as follicles increase in size, the interaction between the oocyte and the surrounding follicular somatic cells may trigger miRNA machinery that directly involves the process of follicular maturation and ovulation. 

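bta-let-7i, of a family that represses proliferation and LIN28, had 29963 ± 1947 CPM in G, 28037 ± 8985 in D and 24071 ± 1915 in P (SD, n = 3). Its highest library was 1.72 times its lowest, the exact permutation p among the groups was 0.368, and it ranked between 4 and 7 in every library. Among other members, bta-let-7b had 12829 ± 5500.4, 13143 ± 3732 and 17732 ± 7188 CPM, and eca-let-7g had 16584 ± 12888, 14136 ± 6112 and 8869.9 ± 3861 CPM. Of the 16 let-7 miRNAs measured, limma called 0 in each comparison, and 2 had an unadjusted p under 0.05, eca-let-7a and eca-let-7e, both higher in P than in D and chosen after their values were seen. eca-let-7a had 10695 ± 2909, 6054 ± 1737 and 16031 ± 4834 CPM in G, D and P, with a log2 fold change of 1.39 in P vs. D (standard error 0.50, adjusted p = 0.224 from limma). The camera adjusted p of the family was 0.533 in G vs. D, 0.262 in P vs. G and 0.737 in P vs. D. Its median was -0.05 in G vs. D, or 0.01 with unread members at their bound and 0.44 under total-sum scaling, 0.24 in P vs. G and 0.41 in P vs. D.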

Further studies warrant the necessity to unveil the expression of such candidate miRNAs in biologically divergent samples collected from individual follicles based on size and subsequent maturation capacity *in vitro*.

Investigation of the effect of follicle size on the abundance of EV-miRNAs permitted the venture to transitionally decipher the alterations in small RNA cargoes governing follicle growth. 

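In the P libraries eca-miR-205, a miRNA of stratified epithelium that represses ZEB1, had 0 reads, against 1179 ± 1609 CPM in G and 1609 ± 361 in D (SD, n = 3). It was at least 62.8-fold lower in P than in D and at least 29.8-fold lower than in G, where G1 also had 0 reads. The bound against D was 34.6 without P1 and 41.8 without P3, and that against G was 17.3 without G2, 53.8 without G3, 16.4 without P1 and 19.9 without P3. The call in P vs. D (adjusted p = 0.0476 from limma) was lost without any single D or P library, at an adjusted p up to 0.165 over all settings, and the adjusted p was 0.337 in P vs. G. eca-miR-200a, of the same ZEB1-repressing function, had 366 reads in G, 283 in D and 3 in P. By reads D was 88.8 times P (95% interval 30.1 to 433.3; 136.5 without D2, 48.9 without P1, at least 59.2 without P3). G was 59.6 times P (20.2 to 291; 32.8 without P1, at least 39.7 without P3). The adjusted p of eca-miR-200a from limma was 0.0588 in P vs. D, a call lost without D1, D3, P1 or P2, and 0.204 in P vs. G. eca-miR-146b-5p had 180, 164 and 2 reads. D was 77.2 times P (21.0 to 643; 17.8 without D2, 42.5 without P1, at least 40.3 without P2, 51.5 without P3). G was 44.0 times P (12.0 to 366; 17.0 without G3, 24.2 without P1, at least 23.0 without P2, 29.3 without P3). The adjusted p of eca-miR-146b-5p from limma was 0.113 in P vs. D and 0.337 in P vs. G. Other entries of these miRNAs did have reads in P: hsa-miR-200a-5p, the other arm, had 862 ± 71.7 CPM, bta-miR-200a 295.7 ± 448 and bta-miR-146b 71.8 ± 32.0. The arm hsa-miR-200a-5p went the opposite way to eca-miR-200a, with 97.8 ± 169.4 CPM in G and 133.96 ± 165.8 in D. All its P libraries lay above all G and all D libraries. It was not called in P vs. D (log2 fold change 3.28, standard error 1.43, adjusted p = 0.311 from limma). For bta-miR-200a and bta-miR-146b the P libraries overlapped those of G and of D. With entries of one name summed, a setting chosen after the data were seen, the change of miR-200a in P vs. D was -3.64 with an adjusted p of 0.315, the highest over its settings (lowest 4.08e-04).
Of the 9 miRNAs of the miR-200 family 1 was called in P vs. D, and the family's median of -0.01 there was 0.58 under total-sum scaling. In G vs. D its median was -0.26, or 0.18 under total-sum scaling, and in P vs. G it was -0.84, with 1 member higher and 1 lower when adjusted over the list alone. Its camera adjusted p was 0.533 in G vs. D, 0.842 in P vs. G and 0.850 in P vs. D.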

The significant and exclusively expressed miRNAs in the D and G groups that don’t meet the expression threshold in the P group include eca-miR-146b-5p, eca-miR-200a, and eca-miR-205, as observed by the green arrows in Figure 3(C). Recent studies found that EVs collected from failed embryonic development (non-blastocyst) contained high expression of bta-miR-146b [48], while the use of synthetic bta-miR-146b mimics revealed its transcriptional regulatory role in inducing apoptosis and encumbering embryo development and quality [55]. On the other hand, the absence of miR-378 in the G group may be dually regulated by the precise stage of the developing follicle. 

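In the G libraries eca-miR-378 had 0, 0 and 2 reads in G1, G2 and G3, against 68 reads in D and 13 in P. D was 65.5 times G by reads (95% interval 17.4 to 552; at least 11.9 times without G3), with a log2 fold change of -5.32 in G vs. D (standard error 1.098, adjusted p = 0.0407 from limma). In P the level was 125 ± 68.6 CPM (SD, n = 3), between those of D (524 ± 173) and G. Another entry of this miRNA, which acts on aromatase in granulosa cells, was abundant in every group: bta-miR-378 had 3508 ± 2118 CPM in G, 6296 ± 4587 in D and 3887 ± 1489 in P. With entries of one name summed, a setting chosen after the data were seen, the change in G vs. D was -0.91 with an adjusted p of 0.670, the highest over its settings (lowest 1.50e-04). The call was also lost without any single D library.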

MicroRNA-378 has been posed to regulate intrafollicular estradiol production by targeting aromatase (*CYP19A1*) during specific stages of follicular development [56–58]. In accordance, levels of FF estradiol are increased in larger follicles further participating in the selection of a dominant preovulatory follicle [59], whereas the fate of growing follicles may be undetermined to this point.

Numerous DE-miRNAs amidst the three comparisons (G vs. D, P vs. G, and P vs. D; Figure 4) involve critical regulatory roles in the potential to govern follicular growth. Case in point, bta-miR-200b and eca-miR-379 upregulated in the G vs. D group, have been previously shown to be essential for ovulation and fertility in mice [60, 61], while granulosa cell-secreted exosomal miR-379-5P was shown as a proliferative response to androgenic stimulation in preantral stage follicular development [62]. 

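The G value of bta-miR-200b, whose family is needed for ovulation in mice, came from G3, with 9244 CPM there against 382.5 in G1 and 33.5 in G2. The mean was 3220 ± 5220 CPM in G, 273 ± 209 in D and 640 ± 28.7 in P (SD, n = 3), a log2 fold change of 1.31 in G vs. D (standard error 1.51, adjusted p = 0.744 from limma). G3 held 95.7% of the G signal, and without it the change was -0.74. eca-miR-379, of the imprinted DLK1-DIO3 cluster, had 573 ± 469 CPM in G, 45.1 ± 56.3 in D and 349 ± 98.4 in P, with each G library above each D library and a change of 3.62 (1.18, adjusted p = 0.290 from limma). Of the 34 miRNAs measured from that cluster, 32 had a positive change in G vs. D, with a median of 1.35, or 1.31 with unread members at their bound. In limma 0 were called there (3 at an unadjusted p under 0.05, and 0 when adjusted over the list alone). The camera adjusted p was 1.94e-04, and the adjusted p = 0.479 with an estimated correlation.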

Taken together, these data suggest a firmly integrated association between the EV-miRNA intrafollicular response and follicle growth/size. MicroRNA-200c downregulated in the P vs. G comparison, aligns in accordance with a study in humans where diminished expression of hsa-miR-200c-5p positively correlated with embryos permitting successful pregnancy [63]. Also in this study, eca-miR-423-3p (up-), eca-miR-155 (down-), were DE (P vs. D), and have been shown to inhibit granulosa cell apoptosis [64] and negatively regulate cumulus cell function, oocyte maturation, and blastocyst formation [65]. 

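eca-miR-200c had 1513 ± 1892 CPM in G, 684 ± 452 in D and 73.9 ± 53.7 in P (SD, n = 3). The G libraries spanned 0 CPM in G1, 904 in G2 and 3635 in G3, so that 1 of them lay below the P libraries. The log2 fold change in P vs. G was -2.20 (standard error 1.71, adjusted p = 0.770 from limma), with 671 reads in G and 8 in P. Each D library lay above each P library.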

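eca-miR-423-3p was higher in P, at 3522 ± 1712 CPM (SD, n = 3) against 830.025 ± 539.8 in D, and every P library lay above every D library. The log2 fold change was 2.20 (standard error 0.75, adjusted p = 0.194 from limma), and G was near P at 2834 ± 557 CPM. eca-miR-155, a miRNA of activated immune cells, had 67.9 ± 42.1 CPM in P, 1085 ± 957 in D and 657 ± 885.5 in G, with a change in P vs. D of -3.19 (1.34, limma adjusted p = 0.308) and some overlap between replicates. The sequences of eca-miR-155 and hsa-miR-155-5p in the paper's Supplementary Table S3 differ only by a base at the end, so reads may pass from one to the other.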

Whether the aforementioned DE-miRNAs serve as potential biomarkers governing follicle status for ovulation of a competent gamete remains to be determined.

### miRNA cluster involvement via pathway regulation in developing follicles

The miRNA cluster analysis identified nine different expression patterns during the three follicular developmental stages. Three out of the nine clusters involved a higher number of DE-miRNAs. Clusters 3 and 6 shared a similar pattern, in which the miRNAs exhibited peak expression at the D stage compared to the G and P stages. 

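Averaged over the 67 miRNAs of cluster 3, the standardized group means were -0.59 in G, 1.12 in D and -0.53 in P. Over the 47 miRNAs of cluster 6 they were 0.24, 0.84 and -1.08. So on average cluster 3 was near its low in G and in P, whereas cluster 6 had a level in G closer to that in D. Single members departed from the average. In cluster 3, hsa-miR-4497 had 626 CPM in G, 9102 in D and 4276 in P, and in cluster 6, eca-miR-486-5p had 16207 CPM in G, 30169.5 in D and 4145 in P, so that on the CPM scale, though not on the log2 scale, G was closer to P. The library with the highest value was D2 for 13 of the miRNAs of cluster 6, D1 for 12, D3 for 8 and G2 for 7.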

Although both clusters include different DE-miRNAs, they showed similar targeted signaling pathways. Several studies have demonstrated the role of signaling pathways in coordinating ovarian follicle development [66]. During follicle development, primordial follicle activation and oocyte growth are under the control of PI3K/AKT/FOXO3 signaling pathways [67]. Targeting *PI3K* via the abundant expression of miR-214-3p disrupts PI3K/AKT/FOXO3 signaling pathways, leading to the inhibition of primordial follicle development [68]. Additionally, miRNAs are known to be involved in regulating the proliferation and apoptosis of granulosa cells [69, 70], and follicular development [71]. In bovine, a cluster of miRNAs, including miR-183-96-182, was among the top most significantly upregulated miRNAs in granulosa cells of dominant follicles compared to subordinate follicles [72]. In that study, we suggested that this miRNA cluster regulates and promotes granulosa cell proliferation by targeting the proapoptotic gene *FOXO1.* Similarly, in the current study, miR-183 was among cluster 3 with a significantly higher expression in the D compared to the P stage. 

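eca-miR-183 had 216 ± 45.2 CPM in G, 1102 ± 574 in D and 149.5 ± 21.6 in P (SD, n = 3), and the D libraries all lay above the other 6. The log2 fold change in P vs. D was -2.67 (standard error 0.84, adjusted p = 0.148 from limma). The bovine entry bta-miR-183, chosen after its values were seen, had the same order, with 41.0 ± 52.7, 144.2 ± 196.3 and 0 CPM, from 7, 19 and 0 reads. By contrast, eca-miR-182 was highest in G (83.97 CPM, against 47.4 in D and 56.9 in P), and bta-miR-182 and eca-miR-96 were highest in P: bta-miR-182 had 395 ± 180.1, 276 ± 95.2 and 1075 ± 1293 CPM, and eca-miR-96 had 76.6 ± 123, 14.4 ± 25.0 and 152 ± 78.2 CPM. Of the 5 miRNAs of the cluster that were measured, limma called 0 in any comparison. In P vs. D 2 had an unadjusted p under 0.05, and when adjusted over the list alone 1 was higher and 2 were lower. The camera adjusted p was 0.348 in G vs. D, 0.842 in P vs. G and 0.737 in P vs. D, with a median of -0.27 in P vs. D that turned to 0.27 under total-sum scaling.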

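In P, eca-miR-92a of the miR-17-92 cluster, which promotes proliferation, had 2940.4 ± 559 CPM (SD, n = 3), below each library of G (7139 ± 3618) and of D (8298 ± 2458). Its log2 fold change in P vs. D was -1.47 (standard error 0.56, adjusted p = 0.242 from limma). Of the 11 measured miRNAs of miR-17-92 and its paralogs, 10 had negative changes in P vs. D, with a median of -2.10. limma called 0 of them (3 at an unadjusted p under 0.05, and 3 when adjusted over the list alone), and every D library lay above every P library for 6. eca-miR-25, of a paralogous cluster, had 2925 ± 1045 CPM in G, 3021 ± 2195 in D and 1517 ± 880.4 in P. The camera adjusted p of the list was 3.73e-04 in P vs. D, and the adjusted p = 0.386 with an estimated correlation.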

Another interesting miRNA in cluster 6 is miR-92a, which exhibited the same pattern as miR-183. Previously, it has been reported that miR-92 coordinately regulates granulosa cell proliferation and differentiation by targeting *PTEN* and *BMPR2* genes [73]. The upregulation of miR-92 promoted granulosa cell proliferation, while its downregulation increased differentiation.

Cluster 5 exhibited a consistent declining expression pattern from the G toward the D and P stage groups. 

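Averaged over its 53 miRNAs, the standardized means of cluster 5 were 1.15 in G, -0.58 in D and -0.57 in P. The highest single library was G1 for 19 miRNAs, among them bta-miR-11980 and bta-miR-2478, G2 for 15 and G3 for 19, among them bta-miR-200b. eca-let-7f, an abundant member, had 16231 ± 7845 CPM in G, 11163 ± 1262 in D and 12199 ± 388 in P (SD, n = 3). Of the members, 23 had fewer than 5 reads per library on average over all libraries.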

Interestingly, oocyte meiosis, cellular senescence, and cell cycle were among the top pathways targeted by the miRNAs of this cluster. In most mammals, it is well known that antral follicles maintain the first meiotic arrest of the oocytes during the diplotene stage of prophase I through the elevation of the intracellular cAMP levels that inactivate the oocyte maturation-promoting factor [74]. Additionally, several studies have demonstrated the potential role of miRNAs in regulating oocyte meiosis [75]. In yak oocytes, miR-342-3p was reported to play an important role in meiotic maturation by targeting *DNMT1* [76]. The same miRNA is involved in different biological processes to include inducing cancer cell proliferation arrest [77, 78]. Moreover, the role of miRNAs in regulating several biological functions in granulosa cells including cell cycle and senescence has been reported [79]. Among these miRNAs, miR-200b, one of the DE-miRNAs in cluster 5, was recently reported to suppress proliferation and induce senescence in ovine granulosa cells [80], indicating its role in follicular atresia. This may explain the pattern of this miRNA cluster with a higher abundance during the G phase, in which follicular atresia will take place, compared to the D and P phases. These findings together with our results, indicate the potential crucial role of EV-coupled miRNAs in folliculogenesis, atresia, and oocyte maturation in the rhinoceros, as it has been reported in various other domestic species [38, 71, 81]. 

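Each entry of miR-200b had its own order among the groups. eca-miR-200b had 5598 ± 6548 CPM in G, 2960.5 ± 920 in D and 1918 ± 2028 in P (SD, n = 3), with 54.6 CPM in G1, 3916 in G2 and 12822 in G3. The other arm, hsa-miR-200b-5p, had 71.9 ± 68.6, 37.9 ± 48.1 and 233 ± 136 CPM. All P libraries lay above all D libraries for bta-miR-200b and hsa-miR-200b-5p, with 77 and 25 reads in P against 34 and 5 in D.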

Comprehensive studies on the precise roles of miRNAs in ovarian follicular development and oocyte meiosis will provide important insights into female reproductive fertility aiding to improving ARTs in this near-threatened species. Although *in vitro* maturation and culture systems have been developed for the SWR [1, 32], *in vitro* results remain largely suboptimal compared to domestic species, and improvements are necessary to have a large scale impact on the outcome of assisted reproduction. The possibility of using EVs to better understand EV-coupled miRNA dynamics regulating follicular growth to aide in improving the *in vitro* development of SWR embryos provides an uncharted and novel approach to support and facilitate conservation efforts in this species. Moreover, potential crossovers of EV-coupled molecular signaling during folliculogenesis in the SWR, could also provide valuable input to the identification of physiological and pathological reproductive conditions propagating abnormal fertility, and ultimately to the development of new reproductive strategies to improve ART outcomes for this species and many others.

## Supplementary Material

Supplementary_Files_04242024_ioae081

## Data Availability

Raw FASTQ files and the processed CSV files of the miRNA sequencing data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) and can be accessed with the accession number GSE246260. Reported details on the experimental procedures concerning EVs have been submitted to the EV-TRACK knowledgebase with open access under (EV-TRACK ID: EV240017). Additional information regarding the findings of this study is available upon request from the corresponding author.

# Supplementary material for: Mapping the follicle-specific regulation of extracellular vesicle-mediated microRNA transport in the southern white rhinoceros (Ceratotherium simum simum)
**Source:** Biol Reprod. 2024 May 22;111(2):376–90. doi: 10.1093/biolre/ioae081
**Supplement:** Supplementary_Files_04242024_ioae081

| **Table S1: Summary of sequence reads mapped to the equine reference genome and annotated against equine miRNAs listed in the mirBase database.** | | | | | |  |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Group | Sample | Total number of reads | QC reads | % QC reads | % miRNA* reads |  |  |  |  |  |  |  |  |  |
| **Growing** | **G1** | 21,365,519 | 18,060,716 | 84.5 | 0.44 |  |  |  |  |  |  |  |  |  |
|  | **G2** | 20,767,820 | 14,761,271 | 71.1 | 0.17 |  |  |  |  |  |  |  |  |  |
|  | **G3** | 82,742,319 | 28,066,350 | 33.9 | 0.57 |  |  |  |  |  |  |  |  |  |
| **Dominant** | **D1** | 24,207,860 | 17,961,348 | 74.2 | 0.28 |  |  |  |  |  |  |  |  |  |
|  | **D2** | 20,872,978 | 15,484,328 | 74.2 | 1.05 |  |  |  |  |  |  |  |  |  |
|  | **D3** | 20,038,269 | 16,968,145 | 84.7 | 0.32 |  |  |  |  |  |  |  |  |  |
| **Pre-ovulatory** | **P1** | 20,913,752 | 17,150,844 | 82.0 | 0.38 |  |  |  |  |  |  |  |  |  |
|  | **P2** | 21,232,533 | 18,326,443 | 86.3 | 0.14 |  |  |  |  |  |  |  |  |  |
|  | **P3** | 18,685,590 | 16,312,070 | 87.3 | 0.26 |  |  |  |  |  |  |  |  |  |
| *The proportion of mapped reads annotated in the miRbase database | | | | | | |  |  |  |  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

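Small-RNA libraries were made from FF-EVs of 2 SWR females, with 3 libraries for each of the G group (follicles of 11 to 17 mm), the D group (18 to 29 mm) and the P group (30 to 34 mm). According to the methods, the authors isolated EVs by ultracentrifugation and size exclusion and pooled them over the animals. They removed adapters, trimmed the reads and counted those matching mature or precursor miRNAs of horse, cattle or human in CLC Genomics Workbench. The deposited values are signal values, CPM that the authors adjusted by TMM before depositing them, so that the libraries sum to between 682352 and 3229574 instead of to the same total. The notes deposited with the values also name DESeq2, without saying what it was used for. Whole reads were recovered from the authors' values by dividing the deposited CPM of a library by its smallest value, and 100% of the values came out whole within 0.01 of a read. Fold changes were not taken from the authors' files but computed here from the deposited CPM on the log2 scale.
The libraries held 18384 to 149281 recovered miRNA reads, with a median of 38258. The deepest had 8.12 times the reads of the shallowest. A miRNA without a read in a library is compatible at the 95% level with up to 3 reads, which is between 16.9 CPM in G3 and 115.9 CPM in P2. A miRNA was taken as expressed in a group above 10 CPM in at least 2 of its 3 replicates, the paper's rule. The 417 miRNAs expressed in at least 1 group were tested and held 98.7 to 99.9% of the reads.
The main test was limma 3.58.1 (R 4.3.3) with a trended prior variance on log2(CPM + 10), all 9 libraries in one fit, group as the only factor, and Benjamini-Hochberg adjustment within each comparison. Calls needed an adjusted p under 0.1 and a fold change of at least 2, the paper's thresholds. Positive changes mean higher in G for G vs. D, and higher in P for P vs. G and P vs. D. edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 were run on the recovered reads as alternatives. In DESeq2 the adjusted p was missing for 70 miRNAs in G vs. D, 189 in P vs. G and 150 in P vs. D, which count as not called. Separation of groups was measured by a pseudo-F on Euclidean distances with exact permutation, over 280 splits for the 3 groups and 10 for a pair of groups. Abundances of single miRNAs among the groups were compared by exact permutation over the same 280 splits. The clusters described are those of the paper. Fuzzy c-means with 9 centers and a fuzzifier of 2, for comparison with them, was written in Python with numpy and not run with the package that Mfuzz uses. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.
For a group with 0 reads, the fold change is a bound against a floor of 3 reads over the group, and for a group with 1 to 3 reads it is the ratio of pooled reads with its exact 95% interval. The miRNAs named were, first, every miRNA the paper names as abundant, DE or exclusive to a group. Second came, in each comparison, the 5 largest rises and the 5 largest falls among called miRNAs whose replicates did not overlap. Last came up to 4 members of each list, those with the highest mean CPM or those called. The paper's tables had been seen when this rule was written.
The 16 lists were matched by miRNA name. Entries of the same miRNA from several species or arms count as separate members and may share reads. They cover the miR-200 family, squamous epithelium, gut and liver, red blood cells (erythroid), leukocytes, the let-7 family, miR-17-92 and its paralogs, the imprinted DLK1-DIO3 cluster, muscle, neural tissue, stroma and smooth muscle, endothelium, the miR-506 family, the miR-183 cluster, LH-responsive miRNAs of granulosa cells, and entries that resemble fragments of structural RNA, which were chosen from the paper's Supplementary Table S2. Lists were tested by fry, which asks whether members move on balance one way, and by camera with a preset correlation of 0.01 and with an estimated correlation, which asks whether members rank apart from other miRNAs. Neither compares one list with another.
The alternatives changed the pseudocount, the filter, the threshold, the groups in the fit, the variance trend, a block for the replicate number, the scaling and the tool, and left out each library in turn. Others were added after the data had been seen: leaving out G1 and D2 together, leaving out either in the list tests, summing entries with the same name, an edgeR likelihood ratio test, and edgeR and DESeq2 without G1. The planned sum of entries with the same first 18 bases and a list of miRNAs with at least 75% G and C were not run, since sequences were at hand only for the paper's DE-miRNAs. The steps were tested on simulated data: at these depths limma recovered 5.5% of miRNAs changed 4-fold in P vs. D, with on average 2.35 false calls. At an unadjusted p under 0.05, 20 of 20 raised lists but 1 of 20 unchanged lists passed. The simulated miRNAs varied independently, so this does not give the error rate for lists of correlated members. Pathway and target results rest on prediction databases that were not at hand, and were left out.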

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

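The tests on eca-miR-148a, the scaling and group tests on bta-miR-11980 and bta-miR-2478, and the tests of what explains the fall of leukocyte, squamous and erythroid miRNAs were chosen only after the results were seen, as was the reading of the test on entries resembling structural RNA.
eca-miR-142-3p was called in P vs. D, which the paper does not report. This miRNA of blood cells had 173 ± 169.5 CPM in G, 305 ± 67.2 in D and 0 in P (SD, n = 3), where a count of 0 leaves room for 3 reads. It was at least 11.9-fold lower in P than in D (6.57 without P1 and 7.95 without P3), with 38 reads in D, and the log2 fold change was -4.96 (standard error 1.13, adjusted p = 0.0476 from limma). The call was lost without any single D or P library, with a pseudocount of 50 and with total-sum scaling, at an adjusted p up to 0.165 over all settings.
G1 lay closer to the P libraries than to G2 and G3. A few miRNAs taking most of the reads were tested as the reason by leaving out the 20 most abundant miRNAs of G1. The mean Spearman correlation with the P libraries was still 0.0963 higher than with G2 and G3. Each with P (at least 0.647) lay above each with G (at most 0.628), which argues against the values of those 20 miRNAs. The order was the same with them (at least 0.696 with P, at most 0.674 with G). Leaving them out does not restore the reads they took, so that effect stays open. A difference in depth was tested by thinning all libraries to 18384 reads. The mean difference was 0.0720 and above 0 in 50 of 50 draws (lowest 0.0398), which argues against total depth. Thinning does not even out the reads left for other miRNAs, since the top 3 held 54.1% of the reads of G1. A wrong label stays open. Over miRNAs on which G2 and G3 lie apart from a pair of P libraries, G1 was nearer the P pair for 71.6%. That is within the 62.1 to 73.7% of the P library left out, while the D libraries averaged 45.9%. Growing follicles that had already moved toward the P profile may give the same values, and no test here separates the cases. That reading needs G pools from different follicles, which the methods do not describe, and the libraries may be technical replicates.
Single miRNAs took much of 1 library, eca-miR-148a in D2, and bta-miR-11980 with bta-miR-2478 in G1. The authors' scaling cannot move a ratio of reads within a library, yet the ratio of eca-miR-148a to bta-let-7i in D2 was 7.67 times the highest of the other libraries, and for bta-miR-11980 and bta-miR-2478 in G1 the smaller such excess was 10.7. Group was argued against for bta-miR-11980 and bta-miR-2478, since the mean of G2 and G3 lay below the lowest of the 6 D and P libraries, at no more than 0.296 of their mean, though G2 alone lay above D2 for bta-miR-2478. For eca-miR-148a the group stays open: D1 and D3 together had 1.65 times the mean of the 6 G and P libraries, but D1 lay below G1. Fragments of other RNA classes cannot be told apart from the miRNAs by name. The other 19 entries resembling structural RNA had a median log2 difference of -0.32 between G1 and the other libraries, with 8 above 0, which met the bound set beforehand against this explanation. That bound was set aside after the value was seen, because the members went both ways (SD 2.43, hsa-miR-1260a at 5.75) and such a median decides nothing.
The medians of the leukocyte, squamous and erythroid lists were lower in P than in D, though hsa-miR-451a of the erythroid list was higher (2.31) and fry did not call that list (adjusted p = 0.243 from limma). A library scaling moves all miRNAs of a library nearly alike, so it is argued against as the reason why the leukocyte median differed from that of all tested miRNAs (-2.55 with total-sum scaling). It stays open for the calls, since fry called 0 lists with total-sum scaling. For columnar epithelium met along the needle path, the 14 other epithelial entries did not fall as a set like the squamous list. Their median was -0.0760 against -5.99. But they went both ways (SD 2.67, 8 lower and 6 higher), and eca-miR-200a fell by as much (-5.92), so the median does not decide on this source. The methods spun and filtered the aspirates before EV isolation, so red blood cells stay open only as a source of vesicles or released RNA. The log2 ratio of eca-miR-486-5p to bta-miR-451 within a library changed by -1.68 from D to P, more than if both came from red blood cells alone. But bta-miR-451 itself changed by -1.22, and a share of it from other cells may explain the ratio. A change in the follicle wall with stage, which the design allows, was not tested.
The number of other splits of 6 libraries is too small for a share under 0.05. With limma the real split called 4 miRNAs in G vs. D, 2 in P vs. G and 11 in P vs. D, and the highest other split called 2, 2 and 0, so that 1, 2 and 1 of 10 splits, the real one included, called as many. With fry the real split called 0, 0 and 2 lists, the highest other 1, 1 and 0, and 10, 10 and 1 splits called as many. With camera the real split called 7, 6 and 8 lists, the highest other 7, 6 and 4, and 3, 2 and 1 splits called as many.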

How the results depend on the processing

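The settings that left out G1 and D2 together, left out either in the list tests, summed entries of the same name, ran the edgeR likelihood ratio test, or ran edgeR or DESeq2 without G1 were chosen only after the data were seen. The cause of the changes below was not tested, except that fewer libraries or fewer tested miRNAs are part of some settings.
In G vs. D, where limma called 4 miRNAs, 2 were called among those expressed in all 3 groups, 1 with only the 2 groups in the fit, 1 with total-sum scaling, 14 with DESeq2, 13 with the edgeR likelihood ratio test, 12 with edgeR without G1 and 17 with DESeq2 without G1. In P vs. G, with 2 called, there were 0 with no filter, 0 at an adjusted p under 0.05, 0 with only the 2 groups, 0 with total-sum scaling, 1 with limma without trend, 1 with upper-quartile scaling, 14 with DESeq2, 18 without G1 and D2, 7 with the likelihood ratio test, 14 with edgeR without G1 and 28 with DESeq2 without G1. In P vs. D, with 11 called, there were 7 with a pseudocount of 50, 5 among those expressed in all groups, 6 at an adjusted p under 0.05, 21 with only the 2 groups, 46 with DESeq2, 3 without G1 and D2, 32 with the likelihood ratio test, 35 with edgeR without G1 and 46 with DESeq2 without G1. At the main setting 39, 31 and 61 miRNAs had an unadjusted p under 0.05, and edgeR called 4, 3 and 14.
With 1 library left out, the count was 1 to 8 in G vs. D (8 without G1, 1 without D1, 2 without D2) and 0 to 19 in P vs. G (19 without G1, 0 without G2, D1, D3, P1, P2 or P3). In P vs. D it was 0 to 16 (0 without P1 or P2, 1 without D2 or D3, 2 without D1, 5 without P3). A group left with 2 libraries is assumed to vary like the others. Of the called miRNAs of P vs. D, 4 were higher and 7 lower, against 10 and 3 with total-sum scaling and 6 and 6 with upper-quartile scaling. Of the G vs. D calls 1 of 4 was higher, against 1 of 1 and 3 of 6. The median change of all tested miRNAs was 0.43, -0.28 and 0.16 in G vs. D, P vs. G and P vs. D, 0.77, -0.03 and 0.70 with total-sum scaling, and 0.90, -0.46 and 0.45 with upper-quartile scaling.
The samples of the groups share only their number, which the paper does not describe as pairing. Among the 9 pairs of libraries with the same number r was -0.055 to 0.141 after removing group means, with 2 over 0.1. Of the 9 libraries, 7 had their best partner at their own number. That is more than random choice among the libraries of the other groups would give, though best partners can be mutual. A link between libraries of the same number is therefore not excluded. With the number as a block 4, 3 and 11 miRNAs were called.
Of the lists, camera called 7, 6 and 8, and 0 in each comparison with an estimated correlation, where fry called 0, 0 and 2. For P vs. D, fry called 0 with total-sum scaling and 1 with a pseudocount of 50, and camera 5 with total-sum scaling. Leaving out G1 or D2, fry called 0 to 1, 0 to 4 and 0 to 3 lists, with 1, 4 and 3 without G1 and 0 in P vs. D without D2. The pseudo-F of the 3 groups was 1.36 (without P1) to 1.87 (without G1) with 1 library left out, and its exact permutation p was over 0.05 without D2, P1, P2 or P3.
Above 50 CPM, 193 miRNAs were expressed in D, 20 only in G, 10 only in D, 20 only in P and 275 in any group. Above 100 CPM the numbers were 197 in G, 155 in D, 169 in P, 118 in all groups, 6 only in D, 18 only in P and 226 in any. With all 3 replicates above 10 CPM, 221 were expressed in G and 151 in all groups, and with at least 1 replicate 550 in G, 102 only in G, 51 only in D and 661 in any. With reads thinned to the shallowest library, 32 were seen only in G, 13 only in D and 41 only in P, and 349 in any group instead of 417. With 1 library left out, G had 228 (without G3) to 286. Those only in G numbered 4 (without G3) to 59 (without P2), and 19 without G1, 15 without G2, 54 without P1 and 53 without P3. Those only in D numbered 7 (without D3) to 45 (without G3), and 40 without G2, 9 without D1 and 13 without D2. Those only in P numbered 12 (without P1) to 64 (without G3), and 56 without G1, 15 without P2 and 21 without P3. The top 20 shared by the groups numbered 12 to 14.
Of the 63 pairs of named miRNA and comparison, 1682 values were computed, of which 1367 kept direction and call, 145 lost the call, 149 gained it and 21 changed sign, in 6 pairs.
The changed signs of bta-miR-11980, G vs D were -1.97 without G1, -2.11 without G1 and D2, -1.76 with edgeR without G1 and -1.76 with DESeq2 without G1, and of bta-miR-11980, P vs G they were 1.85 without G1, 1.85 without G1 and D2, 1.78 with edgeR and 1.84 with DESeq2 without G1. Those of bta-miR-2478, G vs D were, in the same order, -2.0005, -2.44, -1.78 and -1.74, and those of bta-miR-2478, P vs G -0.17 with upper-quartile scaling, -3.01 with edgeR, -2.99 with DESeq2, -3.01 with the likelihood ratio test, -0.62 without G2, -1.78 without G3 and -0.62 without P1. That of bta-miR-200b, G vs D was -0.74 without G3 and that of hsa-miR-155-5p, G vs D 0.37 without G1 and D2. The sum over the first 18 bases and the GC list were not run, since sequences were at hand only for the paper's DE-miRNAs. With 1 library left out, bta-miR-11980, G vs D ranged up to 2.86 and bta-miR-11980, P vs G down to -2.98, both without G3, bta-miR-2478, G vs D up to 2.35 without G3, bta-miR-2478, P vs G up to 2.57 without G1 and bta-miR-200b, G vs D up to 3.13 without G2.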

Differences from the paper's values

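The edgeR likelihood ratio test, edgeR and DESeq2 without G1, and leaving out G1 and D2 together were chosen only after the values were seen. All counts use the paper's thresholds, an FDR under 0.1 and a fold change of at least 2, unless the setting says otherwise.
In G vs. D the paper gives 19 DE-miRNAs and 4 were called here. Of the 22 alternatives set before the data were examined, only DESeq2 (14) came within 1.5 times the paper's number. In P vs. G the paper gives 15 and 2 were called here, and DESeq2 (14) and leaving out G1 (19) came that close. In P vs. D the paper gives 28 and 11 were called here, and only the fit with the 2 groups alone (21) came that close, with DESeq2 above at 46. The other alternatives of each comparison differed from the paper's number.
Among settings chosen after the values were seen, the likelihood ratio test came within 1.5 times the paper's number in G vs. D (13) and P vs. D (32), and it dropped 27 of the paper's 62 called pairs of miRNA and comparison. edgeR without G1 did so in P vs. G (14) and P vs. D (35) and dropped 24, and DESeq2 without G1 did so in G vs. D (17) and dropped 17. Leaving out G1 and D2 did so in P vs. G (18) and dropped 49.
Of the miRNAs expressed in all 3 groups the paper gives 31 as DE and 9 were called here, and of 22 alternatives only DESeq2 (39) came within 1.5 times. Of those not expressed in all groups the paper gives 13 and 6 were called here. A pseudocount of 1 (9), only the 2 groups in the fit (11), limma without trend (9), DESeq2 (16), leaving out G1 (15) and leaving out G2 (10) came within 1.5 times, and the other 16 did not. Of those expressed in all groups and DE in at least 2 comparisons the paper gives 13 and 1 was called here, and only DESeq2 (13) reached the number. The remaining alternatives did not.
Of the paper's 62 pairs, 16 were called here and 46 were not. Some alternative set before the data were examined called 32 of the 46, with DESeq2 calling 43 of all pairs and edgeR 20, and 10 more were called only by a setting chosen after the values were seen. No setting called bta-miR-2478 in G vs. D or P vs. G, eca-miR-124 in G vs. D or hsa-miR-155-5p in G vs. D. On the linear scale the paper's fold changes were near the ratio of group means here: over the 45 pairs with more than 3 reads in the lower group the ratio was 0.930 to 1.11 times the paper's value, with a median of 1.00.
The paper lists bta-miR-2478 as lower in P than in G. The fitted log2 fold change here was 0.06, while the signed ratio of the group means was -8.07, lower in P. The log2 fold change had the paper's direction in 61 of the 62 pairs.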

Other observations

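None of the list tests in this part was chosen after the results here were seen, though the paper's own results from these libraries were known. Lists are given by their median log2 change and the adjusted p of camera, first with the preset correlation of 0.01 and then with an estimated one, under which no list was called in any comparison. fry called no list in G vs. D (smallest adjusted p 0.199) or P vs. G (0.210). At an unadjusted p under 0.05 it had 4 lists in G vs. D, 2 in P vs. G and 4 in P vs. D, and its mixed test called 1, 1 and 7.
Gut and liver miRNAs (6, with 2 in the paper's DE table) had a median of -1.56 in G vs. D (camera adjusted p 0.00377, estimated 0.409) and 1.52 in P vs. G (0.00160, estimated 0.295). Adjusted over the list alone, 3 were lower in G vs. D and 3 higher in P vs. G. The median for P vs. D was -0.16 (0.929), and 0.67 with total-sum and 0.22 with upper-quartile scaling. bta-miR-192 had 5588 ± 4130 CPM in G, 17450 ± 5271 in D and 15927 ± 5771 in P (SD, n = 3).
Neural miRNAs (14, with 4 in the paper's DE table) had a median of 1.59 in G vs. D (1.51 with members without reads in a group at their bound; camera adjusted p 0.00481, estimated 0.479), -0.76 in P vs. G (bound -0.60; 0.633) and 0.83 in P vs. D (bound 0.50; 0.0739, estimated 0.590). limma called bta-miR-9-5p in P vs. D. eca-miR-128 had 9568 ± 4340 CPM in G, 10956 ± 1245 in D and 12321 ± 2069 in P.
Stroma and smooth muscle miRNAs (12, with 2 in the paper's DE table) had medians of 0.87 in G vs. D (0.138), 0.58 in P vs. G (0.0616, estimated 0.731) and 1.93 in P vs. D (bound 1.61; 0.00482, estimated 0.474), with no member called by limma and 4 at an unadjusted p under 0.05 in P vs. D. eca-miR-143 had 13271 ± 6175 CPM in G, 11876 ± 9149 in D and 20767 ± 2123 in P. Muscle miRNAs (4, with 1 in the paper's DE table) had medians of 1.81 (0.138), 0.14 (0.685; -0.08 with upper-quartile scaling) and 2.37 (bound 1.82; 0.127). eca-miR-1 had 20263 ± 7434, 9776 ± 664 and 13949 ± 4986 CPM.
The DLK1-DIO3 cluster (34, with 3 in the paper's DE table) had 31 members above 0 in P vs. D, with a median of 1.52 (bound 1.18; camera adjusted p 1.56e-05, estimated 0.447; fry 0.122), and limma called eca-miR-381 and hsa-miR-493-5p. The median was 1.35 in G vs. D (bound 1.31; 0.000194, estimated 0.479) and 0.12 in P vs. G (0.278; -0.03 with upper-quartile scaling). eca-miR-127 had 4359 ± 3711 CPM in G, 1894 ± 397 in D and 4395 ± 1952 in P.
Leukocyte miRNAs (14, with 5 in the paper's DE table) had a median of -0.97 in G vs. D (0.0189, estimated 0.479). Squamous miRNAs (3, with 2 in that table) had -2.66 in G vs. D (0.0954, estimated 0.479) and -3.33 in P vs. G (0.0266, estimated 0.474). Erythroid miRNAs (5, with 1 in that table) had -0.98 (0.138) and -0.89 (0.421). The miR-17-92 list (11, with 3 in that table) had -0.62 in G vs. D (0.0792, estimated 0.501) and -1.22 in P vs. G (0.0191, estimated 0.523). The miR-183 cluster (5, with 1) had 0.47 and -0.49 (bound -0.19), and endothelial miRNAs (3, with 1) had 1.39, -0.73 and 0.64 in G vs. D, P vs. G and P vs. D. Entries resembling structural RNA (21, with 5) had 0.12 in P vs. G (bound 0.10; 0.0667, estimated 0.523; -0.06 with upper-quartile scaling) and -0.64 in P vs. D (0.0782, estimated 0.474; 0.19 with total-sum scaling). The miR-506 family (4, with 0) had 0.18, 0.02 and 0.56, but -1.55, -0.66 and -1.16 with members at their bound, so that its direction is not known.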
